# Conserved multi-tissue transcriptomic adaptations to exercise training in humans and mice

**DOI:** 10.1016/j.celrep.2023.112499

**Published:** 2023-05-12

**Authors:** Timothy M. Moore, Sindre Lee, Thomas Olsen, Marco Morselli, Alexander R. Strumwasser, Amanda J. Lin, Zhenqi Zhou, Aaron Abrishami, Steven M. Garcia, Jennifer Bribiesca, Kevin Cory, Kate Whitney, Theodore Ho, Timothy Ho, Joseph L. Lee, Daniel H. Rucker, Christina Q.A. Nguyen, Akshay T.S. Anand, Aidan Yackly, Lorna Q. Mendoza, Brayden K. Leyva, Claudia Aliman, Daniel J. Artiga, Yonghong Meng, Sarada Charugundla, Calvin Pan, Vida Jedian, Marcus M. Seldin, In Sook Ahn, Graciel Diamante, Montgomery Blencowe, Xia Yang, Etienne Mouisel, Matteo Pellegrini, Lorraine P. Turcotte, Kåre I. Birkeland, Frode Norheim, Christian A. Drevon, Aldons J. Lusis, Andrea L. Hevener

## Abstract

Physical activity is associated with beneficial adaptations in human and rodent metabolism. We studied over 50 complex traits before and after exercise intervention in middle-aged men and a panel of 100 diverse strains of female mice. Candidate gene analyses in three brain regions, muscle, liver, heart, and adipose tissue of mice indicate genetic drivers of clinically relevant traits, including volitional exercise volume, muscle metabolism, adiposity, and hepatic lipids. Although ~33% of genes differentially expressed in skeletal muscle following the exercise intervention are similar in mice and humans independent of BMI, responsiveness of adipose tissue to exercise-stimulated weight loss appears controlled by species and underlying genotype. We leveraged genetic diversity to generate prediction models of metabolic trait responsiveness to volitional activity offering a framework for advancing personalized exercise prescription. The human and mouse data are publicly available via a user-friendly Web-based application to enhance data mining and hypothesis development.

## In brief

Moore et al. studied over 50 traits before and after exercise intervention in middle-aged men and 100 diverse strains of female mice. Genetic diversity of the mouse panel was leveraged to generate a publicly available data repository that can be mined via a user-friendly Web-based application to enhance hypothesis development.

## INTRODUCTION

Physical activity is routinely prescribed by physicians to reverse or prevent complications associated with cardiometabolic disorders.^1,2^ Physical activity is one of the few clinical interventions effective at improving human health regardless of age,^3^ sex,^4^ ethnicity,^5^ or cardiometabolic status.^6^ In addition to cardiometabolic health, daily physical activity also reduces cancer incidence and recurrence,^7^ improves cognitive function and mental health, and protects against neurological disorders.^8^ Cardiorespiratory fitness, as assessed by maximum oxygen uptake (VO_2_ max), is reproducibly improved in mouse and human in response to increasing physical activity, and is one of the strongest predictors of all-cause mortality.^9-12^ Considering the rise in metabolic-related disease and overwhelming evidence supporting the health benefits of physical activity for mitigating chronic disease burden, it is concerning that long-term adherence to exercise prescription by the general population remains relatively poor.^13^ Thus, there is an urgent need to understand the molecular mechanisms improving metabolism as well as best practices for exercise prescription leading to greater adherence and health outcomes.

Because previous studies interrogating the benefits of exercise have been performed predominantly on a limited number of tissues and pathways, typically skeletal muscle and the cardiorespiratory system, we employed an unbiased assessment of whole animal trait and genome-wide responses to exercise training. We performed a large-scale project where mice from the Hybrid Mouse Diversity Panel (HMDP) performed voluntary wheel running for 30 days. The HMDP is a powerful and unique genetic resource including 100 diverse inbred strains of mice. We have previously used the HMDP to perform molecular dissection of complex cardiometabolic-related traits.^14-17^ The HMDP enables high-resolution genome-wide association studies (GWASs) and assessment of gene-by-environment interactions (e.g., physical activity). The HMDP has been particularly powerful when integrated with multi-omics analyses. In the current study, 12 tissues were harvested from each animal of the exercise (Exc) HMDP providing quantification of 50 distinct whole-body and tissue-specific physiological traits. Furthermore, we integrated our ExcHMDP data with the human Skeletal Muscle, Myokines and Glucose Metabolism (MyoGlu) study, including longitudinal collection of clinical traits and multiple biopsies of tissues following acute (one session of exercise training) and long-term (12 weeks) exercise intervention.^18,19^ MyoGlu and ExcHMDP are complementary datasets where both human and mouse tissue samples were subjected to multi-omics analyses, and these data were integrated with a variety of phenotypic traits.

Relationships between exercise workload and several cardiometabolic traits, including but not limited to tissue weights, plasma lipid levels, and insulin sensitivity, were examined. We performed global transcriptomic analyses of key metabolic tissues including skeletal muscle, white adipose, brown adipose, brain, liver, and heart, and integrated these data with phenotypic trait outcomes following exercise intervention. We identified mouse genetic factors underlying voluntary exercise behavior and the molecular and physiologic responses to exercise training. These findings have been made publicly available in a user-friendly and simple Web-based application designed to allow researchers the opportunity to visualize, compare, and interrogate data between mouse and human. Our study highlights the value of cross-species, multi-tissue genetic analyses and underscores the need for personalized prediction modeling to improve individual exercise prescription and adherence outcomes to mitigate disease risk.

## RESULTS

### Study design

To understand the role of genetics in exercise adaptation, we used a 100-strain panel of mice, the HMDP (Table S1A).^20^ HMDP strains are inbred, allowing for reliable comparisons between different HMDP studies. Thus, the HMDP is an expandable data resource. In our study, termed the exercise (Exc) HMDP, mice from each strain were randomly divided into two groups: exercise trained (TRN) or sedentary (SED) (Table S1A). Mice were allowed to exercise using an in-cage running wheel for 30 days, a sufficient time to induce exercise training adaptations.^21-23^ Following 30 d of exercise intervention, wheels were locked and mice were euthanized 30 h later to avoid the confounding effects of the last exercise bout.^24^ Mice were fasted during the final 6 h of the 30-h recovery period from the last exercise bout, to ensure a post-absorptive state. We examined the translational relevance of our studies in mice by integrating our findings with a longitudinal exercise intervention study including aerobic exercise as well as strength training, clinical parameters, and molecular measurements in human subjects. The MyoGlu study included 26 previously sedentary Norwegian men.^18,19^ The biopsy schedule allowed for the examination of tissue transcript response to acute (45 min of cycling, 70% VO_2_ max) and long-term exercise intervention (12 weeks, 4 × 60-min weekly sessions including strength and endurance training). An overview of the study design is provided in Figure S1A.

### Genetic regulation of voluntary wheel running

We observed substantial strain dependent variation in the mean volitional daily running distance in TRN ExcHMDP mice (5.94 ± 3.43 km; Figure 1A), consistent with rodent exercise volume observed in other training studies.^25,26^ In addition to comparisons of running distance, running pattern could also affect the adaptation to daily activity. Thus, we determined the average running speed (revolutions/s) and percentage time running over each 24-h period. Running speed and time were strongly correlated variables (*R*^2^ = 0.54). The heritability of running distance, corresponding to the fraction of variance explained by genetics, was 0.68 ± 0.05 for the ExcHMDP.^27,28^

We performed a GWAS that revealed several significant loci (Figures 1B and 1C; Table S1B and S1C). As would be predicted, these data suggest that running distance is a polygenic trait. Polygenic traits can be assessed by examining the cumulative effect of separate single-nucleotide polymorphisms (SNPs).^29^ A genome-wide polygenic score was computed by summing the effect of each SNP from the GWAS of running distance (Figures 1B-1D and S2). Regardless of the computational method, as few as 100 SNPs were significantly associated with running distance and genome-wide polygenic score.

Although it is well documented that VO_2_ max, an index of exercise capacity,^30^ is largely regulated by the cardiorespiratory system,^31-34^ and volitional activity is arguably controlled by the CNS,^35,36^ we questioned whether prolonged voluntary wheel running could also be regulated by exercise capacity of the periphery. Mean running distance per day from the ExcHMDP was correlated with heart phenotypes from a prior sex- and age-matched HMDP.^37^ Of the nearly 30 heart phenotypes, none significantly correlated with running distance (p > 0.05; Figure S3A). We also conducted candidate gene identification analysis and found no candidate genes in cardiac tissue central in the regulation of daily running distance (false discovery rate [FDR] >0.05). These data suggest that voluntary wheel running distance is predominantly regulated by cardiac-independent factors in *Mus musculus*.

Because published findings suggest that ambulatory movement is driven by the CNS,^38^ we performed candidate gene identification analysis on three brain regions from prior age-matched mouse panels.^39,40^ Several potential candidate genes were identified in the three brain regions (FDR < 0.05; Figure 1E; Table S1B). The hypothalamus possessed the highest number of candidate genes (n = 81), followed by striatum (n =56) and hippocampus (n = 41). Several candidate genes were shared between all three brain regions (n = 8; Figures 1E and 1F). Thus, our findings suggest that voluntary wheel running is significantly controlled by all three brain regions studied: hypothalamus, striatum, and hippocampus.

Because the hypothalamus possessed the highest number of candidate genes regulating voluntary wheel running, hypothalamic single-cell RNA sequencing was performed on a separate cohort of sedentary and trained C57BL/6J mice that engaged in the same exercise protocol as the ExcHMDP animals. Seventeen distinct cell populations were identified in the hypothalamus (Figures S4A and S4C). Differential gene expression analysis within each cell population revealed significant differences in transcript abundance between the two groups, TRN vs. SED (FDR < 0.05; Figure S4B). The gene *mt-Rnr2,* encoding mitochondrial 16S rRNA, *Humanin,* was significantly increased in nearly all cell types. Recent research has linked *Humanin* expression to exercise intensity and aging-related diseases, including Alzheimer’s.^41-43^

### Leveraging genetic variation to predict physiological traits outcomes in response to exercise

A primary goal of the ExcHMDP was to examine the role of genetics in controlling physiological responses to exercise intervention. We calculated SNP heritability for each group (SED vs. TRN) for 50 physiological traits. SNP heritability was similar for most, but not all, traits between groups. Thus, group-specific GWAS was performed (Figure 2A; Table S1C), revealing unique as well as conserved loci for each trait in SED vs. TRN (p < 4.1 × 10^−6^; Figure 3B; Table S1D). The majority of traits showed group-specific quantitative trait loci (QTLs), indicating the presence of a QTL in one group but not the other. Of note, a specific 3-Mb region on Chr17 had a QTL for seven traits among both groups. These examples highlight a distinct physiology that is genetically regulated independent of exercise training status.

In response to exercise, the majority of traits were significantly different between TRN vs. SED (p < 0.05; Figure 2C). Exercise reduced liver and plasma lipids, adipose tissue mass, and blood glucose concentration, but increased heart, liver, and kidney mass. Because of the significant inter-strain variation in running distance, we determined whether running distance affected specific trait outcomes. If the correlation between SED and TRN for a trait is unchanged when distance is added as a covariate, then the trait response is largely independent of running distance. All correlations remained significant when running distance was added as a covariate (Table S1E). We then determined the mouse strain by group interaction. We observed that 85% of physiological traits have a significant interaction between mouse strain and group (SED vs. TRN) indicating a gene × exercise effect after adjustment for multiple comparisons (p < 0.05; Tables S1E and S1F).

Considering the differences in heritability estimates and phenotypic trait outcomes between the two groups, an unbiased principal-component analysis (PCA) was performed, revealing a significant difference between the groups, SED vs. TRN (p < 0.001; Figure S5A). Strains displayed a variable response to exercise independent of running distance. Similar to the ExcHMDP, MyoGlu subjects also displayed a variable response to exercise, although, in general, cumulative group differences (post exercise vs. pre-exercise) from the PCA analyses were statistically significant (p < 0.01; Figure S5B; Tables S1G-S1J). These findings highlight the importance of genetic architecture underlying exercise-induced adaptation.

Next, we determined the correlation structure among traits within a group (SED vs. TRN) from the ExcHMDP to identify salient trait-trait relationships. As expected, related traits showed strong within-group correlations (p < 0.01; Figure S5C). Daily running distance displayed significant correlations with traits that were also the most significantly different between groups (p < 0.01). Traits displaying the largest change in correlation structure were the most significantly different between the two groups, SED vs. TRN.

All assessed traits for ExcHMDP and MyoGlu studies are presented as a heatmap (Figures 3A and 3B). Because metabolic health is typically evaluated using multiple clinical parameters, we generated an index to reflect the cumulative metabolic effect of exercise in mice and humans. This metabolic index increased in 81% of strains following training (Figure 3A) but did not correlate with daily running distance (p > 0.05, *R*^2^ = 0.01), substantiating the notion that genetic architecture, in large part, drives physiological adaptation to exercise. Similar to rodents, the metabolic index was elevated in 90% of human subjects following exercise training intervention (Figure 3B). Leveraging genetic diversity by studying a 100-strain mouse panel as well as human subjects discordant for metabolic health and fitness allowed us to determine the importance of genetics vs. training volume in driving physiological responsiveness to daily activity.^44^

### Molecular responses to exercise in skeletal muscle

We explored whether exercise-responsive gene signatures in skeletal muscle were influenced by BMI for both acute and longer-term exercise intervention in previously sedentary men. In both normal-weight and overweight men of the MyoGlu trial, we identified sets of genes adapting in coordinated fashion following acute and chronic exercise (FDR < 0.05; Figure 4A; Table S1F). Acute exercise-responsive genes showed at least one of the following patterns: (1) sustained change following exercise that persisted 2 h post, (2) change immediately following exercise and returning to baseline 2 h post, or (3) change after the 2-h exercise recovery period only. Early-response genes reflected inflammatory and immune processes (e.g., *IL-4* and *IL-13*), whereas late-response genes were enriched for transcripts associated with apoptosis and the unfolded protein response. Transcripts decreasing in expression in response to acute exercise reflected gene silencing, chromatin folding, and transcriptional or translational regulation. We observed substantial overlap between normal-weight and overweight men within all acute exercise-responsive gene sets identified (average overlap of differentially expressed genes [DEGs] between groups = 46%; Figures S6A-S6F).

Moreover, we studied the long-term effects of exercise intervention on transcript expression in skeletal muscle of men in the MyoGlu trial. We identified transcripts changing after long-term exercise that were not significantly altered by acute exercise (described above) for both normal-weight and overweight men (FDR < 0.05; Figures S7A and S7D). Long-term exercise-responsive transcript signatures displayed less overlap between groups (normal weight vs. overweight) compared with acute exercise-responding transcript sets (average overlap of DEGs between groups = 16%; Figures S6G and S6H; Tables S1F-S1G). In normal-weight men, exercise increased transcripts associated with processes related to the immune system and inflammation (FDR < 0.05, Figure 6B). Transcripts with decreased expression in response to exercise intervention for normal-weight men were enriched for mRNA regulation, protein assembly, and post-translational modification (FDR < 0.05; Figure S7C). In overweight men, the response was markedly different: transcripts increased in expression were enriched for mitochondrial phenotypes and fatty acid metabolism (FDR < 0.05; Figure S7E). Transcripts related to glycolysis and gluconeogenesis were reduced in muscle expression among overweight men (Figure S7F). Increases in transcripts enriched for nervous system development, extracellular matrix, and angiogenesis were observed in both groups, whereas transcripts associated with DNA repair, organelle protein transport, transcriptional processes, and macroautophagy were reduced in both groups following exercise intervention.

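The mouse comparisons rest on RNA sequencing libraries of 5 tissues, quadriceps, gWAT, BAT, heart and liver, from 100 female mice of 50 inbred strains, 22 of which are BXD recombinant inbred strains. Each strain gave 1 sedentary (SED) and 1 exercise-trained (TRN) mouse, so the strain pairs the mice and each mouse is 1 biological replicate. TRN mice were housed singly with a running wheel for 30 days from 12 weeks of age, the wheels were locked 30 h before the tissues were taken, and all mice were fasted for 6 h. Quadriceps libraries of 49 SED and 50 TRN mice were analysed here. The authors deposited the counts that kallisto estimated for each Ensembl gene, without normalization, together with TPM. The estimated counts, rounded here to whole numbers, summed to between 9533358 and 40387939 per SED library (median 24860269) and between 2221642 and 49921915 per TRN library (median 22673229). TRN mice were compared with SED mice by edgeR's quasi-likelihood test on these counts after TMM normalization, over the genes that passed edgeR's filter on low counts. Group was the only term of this model, and p-values were adjusted by the Benjamini-Hochberg method. A second model added strain as a block, so that each TRN mouse was compared with the SED mouse of its strain. The paper's correction for library preparation batch and flow cell lane was not repeated here. Levels are given in CPM (counts scaled by library size) as the mean ± SD over mice, and within-strain changes as TRN minus SED on the log2 CPM scale. At these depths the spread between mice, rather than counting, set the error of all but the least expressed genes.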

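Lists of genes for each process were written before the data were examined, and the mean change of each list was tested with camera, limma's competitive test, at a preset correlation of 0.01, adjusted over 32 lists and 5 tissues. In quadriceps, the 21 tested genes of fatty acid β-oxidation rose by 0.23 ± 0.26 on the log2 scale (mean ± SD across 49 strains), with a rise in 40 of 49 strains (camera, adjusted p = 1.64e-12). Of these genes, 7 were among the differentially expressed genes (DEGs), more than the background of tested genes gives (one-sided Fisher's exact test, adjusted p = 2.42e-06). The 22 genes of pyruvate metabolism rose by 0.13 ± 0.12 in 39 of 49 strains (camera, adjusted p = 0.000253), and 3 of them were DEGs (one-sided Fisher's exact test, adjusted p = 0.0497). The 52 genes of mitochondrial membrane transport rose by 0.13 ± 0.25 in 35 of 49 strains (camera, adjusted p = 0.000105). For the 66 electron transport genes the rise was 0.31 ± 0.54, seen in 39 of 49 strains (camera, adjusted p = 8.08e-13). Its spread was wide: the changes ran from -0.22 to 3.42, and strain AXB12/PgnJ, at 3.42, lay far above the next strain at 1.09. Without AXB12/PgnJ the mean rise was 0.24 ± 0.30 across 48 strains. Only 2 of the electron transport genes were DEGs in the model with group alone, against 54 when strain was added as a block (one-sided Fisher's exact test, adjusted p = 1 and 3.28e-19). With camera's correlation estimated from the data, β-oxidation and pyruvate metabolism kept an adjusted p under 0.05 (0.0351 and 0.00689), while electron transport and membrane transport did not (0.451 and 0.375). The same calls came from limma's fry test. Both were run with group alone, so differences between strains stayed in their error, and a lost call need not come from the correlation of genes. By sign flips of the within-strain changes, a permutation test with 100000 resamples added after seeing the data, all 4 lists had an adjusted p of at most 0.00073. Camera at the preset correlation also called a median of 6 and up to 19 of the 32 lists in quadriceps when TRN and SED were swapped within strains, against 16 for the real labels.

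**Figure D1:**
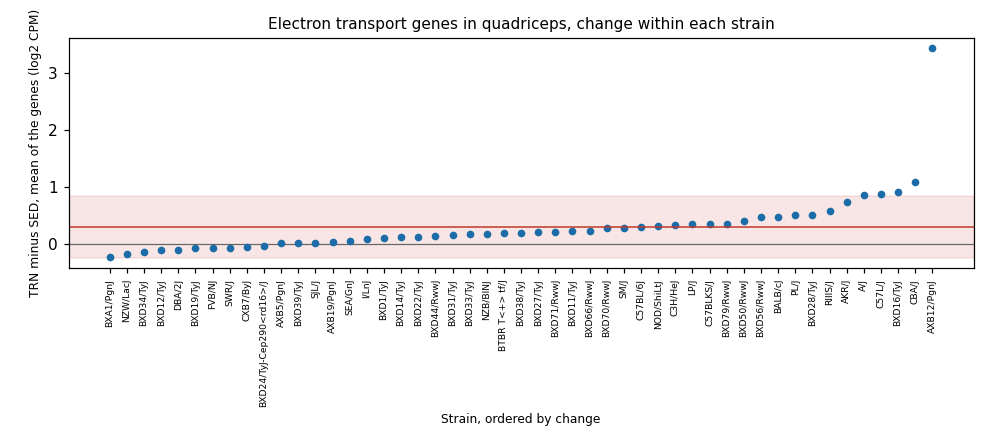
Mean TRN minus SED change (log2 CPM) of the 66 electron transport genes in quadriceps, with 1 point for each of 49 strains ordered by change. The red line is the mean (0.31) and the shaded band 1 SD (0.54) on either side; 39 strains lie above 0, and AXB12/PgnJ lies apart at 3.42.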

Similar to overweight men, mice from the ExcHMDP showed an enrichment for metabolic processes including fatty acid β-oxidation, pyruvate metabolism, mitochondrial membrane transport, and electron transport (FDR < 0.05; Figure S8). Approximately 33% of transcripts significantly changed in mice were also changed in humans following long-term exercise training (FDR < 0.05; Figure 4B). These DEGs transcending species and biological sex were significantly enriched for β-oxidation, mitochondrial membrane transport, purine ribonucleotide metabolism, carbohydrate metabolism, and oxidative phosphorylation (FDR < 0.05; Figure 4C; Tables S1H and S1I).

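In the mouse data, 236 of the genes tested in quadriceps differed between TRN and SED mice at an adjusted p under 0.05 (edgeR's quasi-likelihood test), and 181 of them (76.7%) were higher in TRN mice. Adding strain as a block raised this count to 3651 DEGs, 233 of which were among the 236 and 45.5% of which were higher in TRN mice. DESeq2, the tool named in the paper's methods, gave 363 DEGs, 226 of them shared with the 236. The smallest p-value belonged to Gpt, an alanine aminotransferase: Gpt (ENSMUSG00000022546) lies on chromosome 15 of GRCm38 from 76695716 to 76699686, and its level was 16.4 ± 4.9 CPM in SED mice and 24.9 ± 7.56 CPM in TRN mice (SD, n = 49 and 50). Its log2 fold change was 0.61 (standard error 0.08, adjusted p = 1.03e-06), with a rise in 45 of 49 strains. Abat, Ttc9, Ndrg4 and Tm6sf1 followed, with log2 fold changes of 1.11, 0.82, 1.33 and 0.69 (adjusted p of 1.03e-06, 1.3e-06, 4.09e-06 and 4.16e-06 from the same test), each with a rise in at least 43 of 49 strains. The largest rise among the genes listed in Fig. 7B, whose screen shows mouse skeletal muscle although its legend names human muscle, was that of Sln, at 2.37 (standard error 0.40, adjusted p = 6.42e-05), from a mean of 3.68 ± 9.29 CPM in SED mice to 18.6 ± 33.9 CPM in TRN mice, so its SD exceeded its mean in both groups. Lower in TRN mice were, by smallest p-value, Nr4a3 (log2 fold change -0.91), Adamts8 (-1.15), Vapa (-0.27), 2310057M21Rik (-0.24) and Srsf2 (-0.22), with adjusted p-values between 0.000122 and 0.00228 and a fall in at least 39 of 49 strains. Of 12 tested genes that the paper labels or names for quadriceps, 8 were DEGs over all genes and 10 when adjusted over the list alone. The paper drew this list from the same mice, so the count over the list is not independent evidence. With strain as a block, all 12 were DEGs over all genes. Agrp, which Fig. 7B also lists, did not pass the filter, with at most 71 counts in any library. Without the 2 libraries labelled AXB12/PgnJ, a choice made after seeing the data, 171 genes were called with group alone and 3675 with strain as a block. The MyoGlu muscle samples were not analysed here.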

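Of these processes, the mouse quadriceps values for purine ribonucleotide metabolism did not change: its 27 genes moved by 0.02 ± 0.12 on the log2 scale, up in 28 of 49 strains (camera, adjusted p = 0.837), and none was a DEG. The 18 genes of the TCA cycle rose by 0.14 ± 0.20 in 39 of 49 strains (camera, adjusted p = 0.000354), although none was a DEG in the model with group alone. Glycolysis genes, 17 in number, rose by 0.13 ± 0.28 in 33 of 49 strains (camera, adjusted p = 0.00485). Neither the TCA cycle nor glycolysis had an adjusted p under 0.05 with an estimated correlation (0.0985 and 0.233), and fry called the TCA cycle alone (0.0151, against 0.148). Among 841 Reactome pathways, 4 were enriched in the mouse DEGs, led by fatty acid, triacylglycerol and ketone body metabolism with 11 of its 83 genes (one-sided Fisher's exact test, adjusted p = 0.000363). With the DEGs of the model with strain as a block, 10 pathways were enriched. The first joins respiratory electron transport, ATP synthesis by chemiosmotic coupling and heat production by uncoupling proteins. It had 66 of 95 genes (one-sided Fisher's exact test, adjusted p = 3.63e-14). The paper reasons from terms enriched among DEGs shared with men, which were not analysed here.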

Next we identified putative regulatory key driver genes in skeletal muscle samples obtained from the ExcHMDP and MyoGlu participants.^45,46^ Briefly, key driver analysis (KDA) identifies gene hubs by overlaying DEGs onto previously generated gene regulatory networks. KDA of muscle adaptation to exercise intervention identified *Myoz2* and *Esrrb* in the mouse, *SSC5D* and *SRPX2* in normal-weight men, and *APLN* and *ABLIM3* in overweight men (FDR < 0.05; Figure 4D). 

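Neither mouse key driver was itself a DEG in quadriceps over all genes tested. Myoz2 (ENSMUSG00000028116) lies on chromosome 3 of GRCm38 from 123006206 to 123035015; its level was 124 ± 94.5 CPM in SED mice and 154 ± 92.9 CPM in TRN mice (SD, n = 49 and 50), a log2 fold change of 0.32 (standard error 0.17, adjusted p = 0.395) by edgeR's quasi-likelihood test. Esrrb (ENSMUSG00000021255) lies on chromosome 12 of GRCm38 from 86361117 to 86521628, with 6.69 ± 3.55 CPM in SED mice and 9.01 ± 5.04 CPM in TRN mice (SD, n = 49 and 50) and a log2 fold change of 0.43 (standard error 0.15, adjusted p = 0.143) by the same test. With strain as a block, both had an adjusted p under 0.05, at 0.0126 for Myoz2 and 0.00507 for Esrrb. Within strains, Myoz2 rose by 0.44 ± 0.92 in 33 of 49 strains and Esrrb by 0.39 ± 0.72 in 35 (log2, mean ± SD), so the spread between strains was larger than either rise. Of the other genes drawn in Fig. 4D, Fhl1 rose by 0.63 (adjusted p = 0.000659), while Hadhb (0.20) and Adprhl1 (0.16) had adjusted p-values of 0.122 and 0.452 (edgeR's quasi-likelihood test). With strain as a block, Hadhb and Adprhl1 also had an adjusted p under 0.05. The regulatory networks that key driver analysis overlays were not used here.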

In both normal and overweight men, key driver gene networks were associated with inflammatory signaling and extracellular matrix, whereas mouse key driver gene networks were related to mitochondrial processes and muscle contraction.

### Molecular responses to exercise in adipose tissue

Long-term exercise significantly reduced adipose tissue mass in humans and mice (Figures 2C, 3A, and 3B). To identify molecular transducers of this physiological adaptation to daily activity, we performed transcriptomics on gonadal white adipose tissue (gWAT) from the ExcHMDP and subcutaneous white adipose tissue (scWAT) from MyoGlu subjects. 

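gWAT libraries of 50 SED and 50 TRN mice, 1 of each per strain, were analysed here; the scWAT samples of MyoGlu were not analysed here. The authors' estimated counts summed to between 12443467 and 36894163 per SED library (median 17981554). TRN libraries held between 62524 and 38621936 counts (median 19314401), and 2 libraries of the tissue, both TRN, had under 50% of its median. The library with 62524 counts has little precision for genes with few counts. In all, 15684 genes passed the filter and were tested as in quadriceps. Both libraries labelled NZW/LacJ were nearest in expression to quadriceps (Pearson's r across 12399 genes of 0.953 and 0.95, against 0.767 and 0.762 to the mean of the other gWAT libraries), and held 41.5 and 35.7 CPM of Adipoq against a median of 2070 CPM. Genes are not independent replicates in such correlations. These libraries were kept, as the comparison was set before the data were examined, and results are also given without them where they change. Another library, labelled as gWAT of the TRN BXD71/RwwJ mouse, held 26300 CPM of liver markers.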

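Of the 15684 genes tested in gWAT, none had an adjusted p under 0.05 by edgeR's quasi-likelihood test with group alone, and 573 had an unadjusted p under 0.05; without the libraries of low total the counts were 0 and 538. With strain as a block, 66 genes did, 55 of them higher in TRN mice; with DESeq2 the count was 14, 13 of them higher. Of 18 tested genes that the paper names or labels for gWAT, 10 had an adjusted p under 0.05 when adjusted over the list alone, a list the paper drew from the same mice. With strain as a block 14 did, and 7 had one over all genes: Me1, Elovl6, Acly, Adcy10, Zfp36, Scd1 and Echdc1. Me1 (ENSMUSG00000032418) lies on chromosome 9 of GRCm38 from 86581371 to 86695953; its level was 1160 ± 888 CPM in SED mice and 2340 ± 1930 CPM in TRN mice (SD, n = 50 and 50), a log2 fold change of 1.02 (standard error 0.23, adjusted p = 0.16) by edgeR's quasi-likelihood test. Adcy10 (ENSMUSG00000026567) lies on chromosome 1 of GRCm38 from 165485183 to 165576774, and rose by 1.04 (standard error 0.23, adjusted p = 0.16) by the same test, in 41 of 50 strains. The fatty acid elongase Elovl6, Deptor and Serpina12 had log2 fold changes of 1.08, 0.45 and 1.22 (standard errors 0.28, 0.13 and 0.36). Serpina12 was near the detection limit, with a median of 0.307 CPM in SED mice and 0.524 CPM in TRN mice. Zfp36 fell by 0.36 (standard error 0.11), and Alpk2 by 0.40 (standard error 0.41), a change smaller than its error. Sftpa1, Fzd9, Mettl11b, Csn3 and Cck did not pass the filter on low counts. Genes of fatty acid biosynthesis, 19 in number, rose together by 0.52 ± 0.80 on the log2 scale (mean ± SD of 50 strains), with a rise in 38 of 50 strains (camera, adjusted p = 4.81e-26; fry, adjusted p = 0.0131). Without the libraries labelled NZW/LacJ the rise was 0.53 ± 0.80 across 49 strains. The 67 electron transport genes rose by 0.13 ± 0.53 in 33 of 50 strains (camera, adjusted p = 4.55e-17), a call that sign flips within strains (permutation test, adjusted p = 0.19) and fry (adjusted p = 0.392) did not give.

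**Figure D2:**
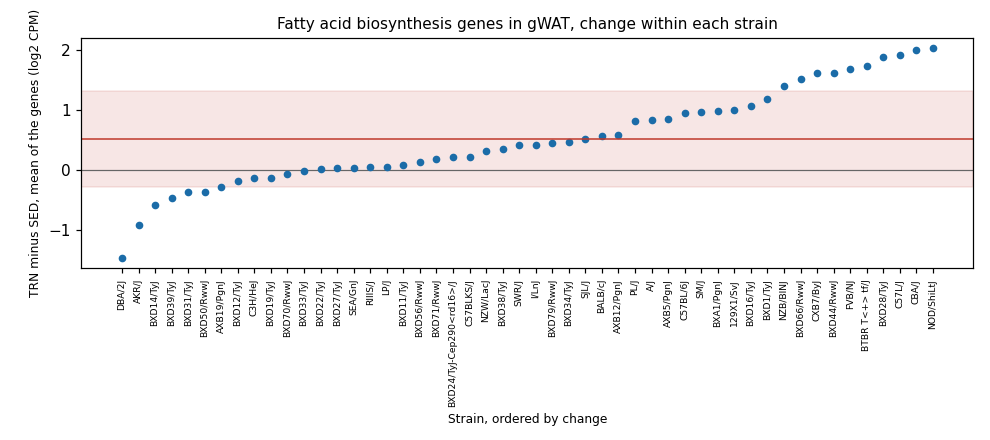
Mean TRN minus SED change (log2 CPM) of the 19 fatty acid biosynthesis genes in gWAT, with 1 point for each of 50 strains ordered by change. The red line is the mean (0.52) and the shaded band 1 SD (0.80) on either side; 38 strains lie above 0, and the changes run from -1.47 to 2.02.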

ExcHMDP gWAT gene expression was enriched for mitochondrial and lipid metabolism (FDR < 0.05; Figure 5A). 

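Lists for these terms were compared between TRN and SED mice in gWAT by camera, with fry in parentheses as the self-contained alternative. The 11 genes of acetyl-CoA biosynthesis and pyruvate transport rose by 0.51 ± 0.85 (log2, mean ± SD of 50 strains) in 36 of 50 strains (camera, adjusted p = 2.75e-23; fry, 0.00435). Cholesterol biosynthesis, with 20 genes, rose by 0.32 ± 0.52 in 39 of 50 strains (camera, adjusted p = 5.3e-22; fry, 0.00595). Pyruvate metabolism, with 22 genes, rose by 0.25 ± 0.47 in 34 of 50 strains (camera, adjusted p = 9e-16; fry, 0.0218). For the 18 TCA cycle genes the change was 0.18 ± 0.53, up in 32 of 50 strains (camera, adjusted p = 1.39e-10), and this call did not hold under fry (0.291), an estimated correlation (0.17) or sign flips within strains (permutation test, adjusted p = 0.066). Purine ribonucleotide metabolism, with 27 genes, did not change (-0.01 ± 0.34; camera, adjusted p = 0.314). Since no gene was a DEG with group alone, over-representation was tested among the 66 DEGs of the model with strain as a block: they held 6 of the acetyl-CoA genes, 6 of the cholesterol genes and none of the purine or TCA genes (one-sided Fisher's exact test, adjusted p = 1.07e-10, 6.51e-09, 1 and 1). Of 888 Reactome pathways, 11 were enriched among those 66, led by regulation of cholesterol biosynthesis by SREBP with 7 of 37 genes (one-sided Fisher's exact test, adjusted p = 1.66e-06).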

Differentially expressed transcripts were associated with acetyl-CoA and pyruvate transport, cholesterol metabolism, tricarboxylic acid (TCA) cycle, and purine nucleoside metabolism (FDR < 0.05; Figure 5D). For overweight men, several lysosomal enrichment terms in addition to ERK1/2 signaling, blood vessel formation, and leukocyte activation emerged (FDR < 0.05; Figures 5C and 5F). Transcripts significantly changed by exercise intervention in normal-weight men were enriched for IL-1 signaling, amino acid, and ketone metabolism, as well as transcriptional regulation (FDR < 0.05; Figures 5B and 5E). 

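On the mouse side of this comparison, quadriceps and gWAT shared 21 DEGs when strain was a block, where 16.4 are expected of unrelated lists, and 18 of them changed in the same direction. With group alone they shared none, as gWAT had no DEG. The copy of the shared DEG tables used here lists fewer genes than the paper gives for them, so no overlap with the human DEGs was computed.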

Integrated analysis of transcript expression and enrichment between mice and humans revealed few DEG and Gene Ontology (GO) terms overlapping between species, a finding in contrast to skeletal muscle displaying high inter-species DEG and GO term concordance (Figure 5G; Table S1I). KDA was performed to identify potential regulatory transcripts for the exercise response in white adipose. Both normal-weight and overweight men displayed key drivers involved in immune and inflammatory responses, whereas mouse key drivers included cholesterol and triglyceride metabolism, and the TCA cycle (Figure 5H). 

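The mouse genes drawn as key drivers or their targets in Fig. 5H rose in TRN gWAT without reaching an adjusted p under 0.05 over all genes. Scd1 (ENSMUSG00000037071) lies on chromosome 19 of GRCm38 from 44394455 to 44407879, and its median level was 37200 CPM in SED mice (n = 50). It was higher in the TRN mouse of 36 of 50 strains, with a log2 fold change of 0.49 (standard error 0.17, adjusted p = 0.809) by edgeR's quasi-likelihood test. Agpat2, Echdc1 and Nudt7 had log2 fold changes of 0.47, 0.40 and 0.27 (standard errors 0.19, 0.17 and 0.13), each with an unadjusted p between 0.0182 and 0.0454 and an adjusted p of 1 by the same test. Strain as a block gave an adjusted p of 0.0458 for Scd1, 0.077 for Agpat2, 0.0445 for Echdc1 and 0.104 for Nudt7. The 14 genes of triglyceride biosynthesis rose by 0.21 ± 0.55 in 35 of 50 strains (camera, adjusted p = 6.27e-06, and fry, adjusted p = 0.337). Camera with an estimated correlation gave no call either. Sign flips within strains did give a call, both with all libraries and without those labelled NZW/LacJ (permutation test, p = 0.035 adjusted within gWAT in the latter).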

We connected the exercise-induced changes in both mRNA expression and adipose tissue mass by performing candidate gene identification analysis. Seven transcripts were predicted to regulate adipose tissue weight loss during exercise intervention, including *Clic4, Frmd4a, H2-Ob, Mill1, Prxl2a, Snx9,* and *Tomm5* (FDR < 0.05; Figure S9A).

GWAS performed on gWAT from the ExcHMDP revealed differences in associated loci between groups, SED vs. TRN, suggesting different mechanisms of genetic regulation or adipose mass as a consequence of exercise training (Figure 2B). Next, GWAS was performed to interrogate the genetic architecture underlying the within-strain difference in gWAT mass between SED and TRN. No loci reached statistical significance (p > 4.1 × 10^−6^; Figure S9B). We then calculated a genome-wide polygenic score for each strain from this specific GWAS. Using ~400 SNPs, we identified a strong correlation between the genome-wide polygenic score and the difference in gWAT mass (p < 0.01, *R*^2^ = 0.52; Figure S9C). This relationship was consistent irrespective of the method employed for determination of genome-wide polygenic score. These findings suggest a strong interaction between genetics and exercise for adipose tissue weight loss during training intervention (Figure S9). Considering that the difference in adipose tissue mass following training (gWAT delta) did not correlate significantly with daily running distance in the ExcHMDP (p > 0.05, *R*^2^ = 0.04; Figure S9D), a further and more robust dissection of the interaction between genetics and exercise, as well as biological sex, in the control of adipose tissue weight loss is warranted.

### Molecular responses to exercise in liver

The impact of long-term exercise on liver is understudied and less well appreciated compared with other metabolic tissues responsible for the mechanical work of physical activity.^47-49^ The ExcHMDP showed differences in hepatic physiological and molecular phenotypes (Figure 2C). Transcriptomic analysis of liver showed fewer DEGs compared with skeletal muscle and gWAT (FDR < 0.05; Figures 6A and S12A). 

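Liver libraries came from the same mice, 50 SED and 50 TRN, with the authors' estimated counts summing to between 1350795 and 40630958 per SED library (median 24163094) and between 15238699 and 48626777 per TRN library (median 25862244). The SED group held 5 libraries with a total under 50% of the group's median, and the TRN group none. In liver 8 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, 4 higher and 4 lower in TRN mice, and 754 had an unadjusted p under 0.05. By DESeq2 the count was 14, and with strain as a block 6, of which 1 was among the 8; leaving out the libraries with low totals gave 0 (1231 at an unadjusted p under 0.05). Without the count filter 310 genes were called, 273 of which had not passed the filter, and 133 of the 310 had over 50% of their counts in 1 library. The higher genes were Fcgbp, Smim24, Krt19 and Treh, and without the TRN PL/J library, which left 2 genes called in all, none of these had an adjusted p under 0.05; the log2 fold change of Fcgbp went from 2.20 to 0.58. The lower genes, Myom1, Pygm, Mylk4 and ENSMUSG00000106877, were not called once the libraries with over 100 CPM of muscle markers (11 SED, 5 TRN) were left out, where Mylk4 no longer passed the filter. Treh met the rule for named genes and Fcgbp is drawn in Fig. 6D; the other 6 were named after their values were seen. Of the genes labelled in Fig. 6A, Cish (log2 fold change -0.10), Alas1 (-0.09), Stbd1 (-0.20), Nat8 (0.38), Top2a (0.11) and Bcl6 (0.36) had adjusted p-values between 0.773 and 0.999 by the same test. Apol7e and Gm5909 (both under 1 CPM) did not differ either, and are uncertain because kallisto divides the reads of near-identical copies. Myl3, Mpo, Adcy2, Add2, Naip3, the olfactory receptor genes and the other predicted genes of Fig. 6A did not pass the filter. The counts of DEGs by tissue are drawn for both models.

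**Figure D3:**
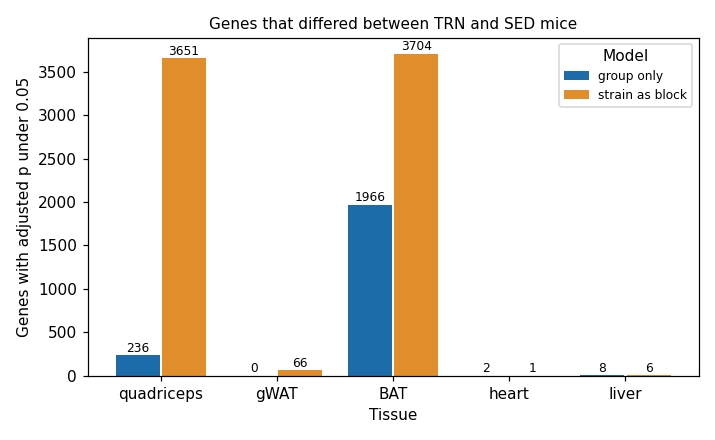
Number of genes with an adjusted p under 0.05 between TRN and SED mice in each tissue (edgeR's quasi-likelihood test), with group alone (blue) and with strain as a block (orange). Bars start at 0 and carry their counts: liver has 8 and 6, against 236 and 3651 in quadriceps.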

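In liver, 51 tested genes of mitosis changed by 0.01 ± 0.61 on the log2 scale (mean ± SD of 50 strains), up in 27 of 50 strains (camera, adjusted p = 0.826; fry, adjusted p = 0.945). Those of DNA replication, 33 in number, changed by 0.02 ± 0.22 in 28 of 50 strains (camera, adjusted p = 0.312). None of either list was among the 8 DEGs, and 1 of each was among the 500 genes with the smallest p-values (one-sided Fisher's exact test, adjusted p = 1 for both). Ribosome biogenesis, with 48 genes, did not change either (-0.01 ± 0.12; camera, adjusted p = 0.826).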

Enrichment analysis of DEGs in female mouse liver following training were related to mitosis, cell division, cell cycle, and cytokinesis (FDR < 0.05; Figure 6B). Nearly 60% of all hepatic enrichment terms were associated with mitosis and cell cycle. 

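Counted without chosen lists, over-representation was tested for 872 Reactome pathways in liver, of which 170 (19.5%) concern the cell cycle. Among the 8 DEGs only 2 belong to the collection, and no pathway was enriched; 3 pathways had an unadjusted p under 0.05, none of them of the cell cycle (one-sided Fisher's exact test). Among the 500 genes with the smallest p-values, 4 pathways were enriched and none concerned the cell cycle; the first was striated muscle contraction, with 8 of 12 genes (one-sided Fisher's exact test, adjusted p = 2.12e-06). At an unadjusted p under 0.05, 22 of 59 pathways concerned the cell cycle in that set.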

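Mki67 (ENSMUSG00000031004) lies on chromosome 7 of GRCm38 from 135689784 to 135716361, and its level in liver was 4.26 ± 2.45 CPM in SED mice and 4.14 ± 3.07 CPM in TRN mice (SD, n = 50 and 50). Its log2 fold change was -0.04 (standard error 0.17, adjusted p = 0.999) by edgeR's quasi-likelihood test, and within strains it fell by 0.09 ± 1.09 (log2, mean ± SD of 50 strains), so no difference was detectable. Among the other genes of Fig. 6C, Ccna2, Knstrn and Racgap1 had log2 fold changes of -0.01, 0.07 and 0.07, with adjusted p = 0.999 for each by the same test. Pbk, with at most 31 counts in any library, did not pass the filter. The regulatory network behind the analysis was not used here.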

KDA of the liver transcriptome consistently identified transcripts associated with mitotic processes such as *Mki67,* a known regulator of chromosomes during mitosis and a marker of cell proliferation (FDR < 0.05; Figure 6C). Candidate gene analysis for regulators of liver lipids and hallmarks of non-alcohol fatty liver disease revealed 10 gene candidates for the five liver lipids (p < 0.01; Figure 6D).

### Molecular response to exercise in heart

Exercise reproducibly improves cardiovascular function.^50,51^ Because heart weight was increased in TRN vs. SED animals (increased in 85% of HMDP strains; Figure 2C), we conducted cardiac transcriptomics. 

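Heart libraries of 50 SED and 50 TRN mice were analysed as for the other tissues, without the heart weights, which were not used here. Their estimated counts summed to between 6626837 and 63037571 per SED library (median 24176397) and between 4760587 and 40652530 per TRN library (median 22715635), and 14836 genes passed the filter. The 10 most abundant genes took a median of 29.7% of the counts in SED and 29.6% in TRN libraries, and at most 61.8% in any library.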

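In heart, 2 of 14836 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test: Bcl2l2 was higher in TRN mice (log2 fold change 1.24) and Fos lower (-0.85), each with an adjusted p of 0.0296; 330 genes had an unadjusted p under 0.05. Both were named after their values were seen, as neither met the rule for named genes. With strain as a block a single gene had an adjusted p under 0.05, and it was neither of these. DESeq2 called 1 gene, and limma on log2(TPM + 1) none (166 at an unadjusted p under 0.05). Without the count filter 72 genes were called, 67 of which had not passed it, and 37 of the 72 had over 50% of their counts in 1 library.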

Similar to the liver, the heart showed relatively few DEGs compared with skeletal muscle and gWAT for SED vs. TRN mice (FDR < 0.05; Figure S11A). Enrichment analysis of DEGs displayed several inflammatory and immune processes (leukocyte regulation, macrophage activation, and *TNFα* and other cytokine products), calcium signaling and regulation, muscle growth and development, and angiogenesis (FDR < 0.05; Figure S11B). These biological processes overlap with those identified in skeletal muscle. 

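Of the lists written for these terms, that of leukocyte and macrophage genes rose in TRN hearts, by 0.11 ± 0.31 on the log2 scale (mean ± SD of 50 strains; 31 genes), although only in 27 of 50 strains (camera, adjusted p = 1.05e-10). Sign flips within strains gave an adjusted p of 0.047 (permutation test), whereas fry (0.291) and camera with an estimated correlation (0.182) gave no call. Genes of TNF and other cytokines, 17 in number, changed by -0.05 ± 0.31, calcium signaling genes (32) by 0.00 ± 0.14, muscle growth and development genes (21) by -0.04 ± 0.21 and angiogenesis genes (28) by 0.00 ± 0.12. None of these had an adjusted p under 0.05 by camera (0.145, 0.251, 0.0627 and 0.642). With strain as a block, the muscle growth list was lower in TRN hearts at an adjusted p of 0.0157 by camera. No member of the 5 lists was a DEG; among the 500 genes with the smallest p-values, 5 were leukocyte and macrophage genes (one-sided Fisher's exact test, adjusted p = 0.0255).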

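The same 5 lists were not called in quadriceps by camera: leukocyte and macrophage genes changed there by 0.05 ± 0.47, cytokine genes by -0.04 ± 0.22, calcium signaling by 0.05 ± 0.14, muscle growth by 0.00 ± 0.29 and angiogenesis by 0.02 ± 0.21 (log2, mean ± SD of 49 strains; adjusted p = 0.251, 0.842, 0.773, 0.907 and 0.381). Of their genes, 1 for calcium signaling, 2 for muscle growth and 1 for angiogenesis were quadriceps DEGs; with strain as a block, 16 of the 28 angiogenesis genes were (one-sided Fisher's exact test, adjusted p = 0.00455).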

Candidate gene identification analyses of exercise-induced cardiac hypertrophy identified five potential regulatory transcripts: *IL31ra, Fam167b, Tafa5, Crip3,* and *Nanos1* (p < 0.01; Figure S11C).

### Molecular responses to exercise in brown adipose tissue

Brown adipose tissue (BAT) has received increasing attention in the literature, especially with respect to its role in energy expenditure.^52-54^ We observed a small but significant increase in BAT mass following training in the ExcHMDP (p < 0.05; Figure 2C). 

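Interscapular fat was not compared by weight here; the BAT libraries of 50 SED and 50 TRN mice were. Their estimated counts summed to between 9407017 and 84550821 per SED library (median 23114543) and between 11660571 and 107760836 per TRN library (median 22891383), and the tests were those of the other tissues. Genes encoded in the mitochondria took a median of 28.24% of the counts in SED and 24.95% in TRN libraries; TPM are scaled to a fixed total that includes them. The library labelled as BAT of the TRN NZW/LacJ mouse had 50 of 50 abundant liver transcripts at over 10 times their median level.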

The increase in BAT mass prompted us to investigate the effect of exercise on the BAT transcriptome. 

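BAT had 1966 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test), 1001 higher in TRN mice and 965 lower. The smallest p-value was that of Ldha: Ldha (ENSMUSG00000063229) lies on chromosome 7 of GRCm38 from 46841475 to 46855627, and its level was 954 ± 177 CPM in SED mice and 1260 ± 188 CPM in TRN mice (SD, n = 50 and 50), a log2 fold change of 0.40 (standard error 0.05, adjusted p = 2.06e-08). Pcyt2, Fdps, Adap1 and Ttc25 followed among the genes that rose, with log2 fold changes of 0.46, 0.80, 0.85 and 1.41. Of the genes that fell, the smallest p-values were those of Nr4a1 (-2.16), Ivns1abp (-0.74), Rgs2 (-1.17), Celf2 (-0.37) and Cacng4 (-1.09), with adjusted p-values between 1.01e-06 and 1.1e-05 by the same test. Nr4a1 was spread widely, at 45.9 ± 61.9 CPM in SED mice and 10.3 ± 12.9 CPM in TRN mice (SD, n = 50 and 50). With strain as a block the count was 3704, 1905 of them among the 1966; DESeq2 gave 2035, and leaving out the library of low total gave 2031. The scale moved the direction the most: limma on log2(TPM + 1) called 1013 genes, of which 973 (96.1%) were higher in TRN mice, and after TMM scaling of the TPM values, an alternative added after seeing the data, 1407 genes, 51.6% of them higher. BAT had the most DEGs of the 5 tissues in each of these settings, with 3704 against 3651 in quadriceps when strain was a block. By limma on the within-strain differences, added after seeing the data, quadriceps had 3792 and BAT 3738.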

Unexpectedly, BAT had the most DEG of all tissues assessed (FDR < 0.05; Figures S12A and S13A). Downregulated BAT transcripts following exercise training were significantly enriched for several RNA regulatory processes, including poly(A) tail shortening, splicing, RNA polymerase II transcription, and histone H4 acetylation (FDR < 0.05; Figure S12B). 

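The lists for these terms moved little in size. In BAT, the 24 genes of poly(A) tail shortening fell by 0.12 ± 0.12 on the log2 scale (mean ± SD of 50 strains), in 42 of 50 strains (camera, adjusted p = 4.6e-07), and 12 of them were DEGs (one-sided Fisher's exact test, adjusted p = 0.000364). The 65 mRNA splicing genes fell by 0.04 ± 0.09 in 35 of 50 strains (camera, adjusted p = 0.000573), with 19 DEGs (one-sided Fisher's exact test, adjusted p = 0.0078). Poly(A) tail shortening was also called with an estimated correlation (0.0374) and by fry (1.8e-05), splicing by fry (0.0385) but not with an estimated correlation (0.272). RNA polymerase II transcription genes (68) fell by 0.03 ± 0.05 in 37 of 50 strains; camera gave an adjusted p of 0.0801, fry 0.0431, and sign flips within strains, a permutation test, 0.0052. Histone H4 acetylation genes (38) fell by 0.01 ± 0.05 in 27 of 50 strains, which was not a call by any of the tests (camera, adjusted p = 0.343).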

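Lists of metabolic genes rose in TRN BAT by camera, with sizes given as log2 mean ± SD of 50 strains. Glycolysis (16 genes) rose by 0.42 ± 0.45 in 41 of 50 strains (adjusted p = 9e-16), and 11 of its genes were DEGs. Fatty acid biosynthesis (19 genes) rose by 0.47 ± 0.55 in 41 of 50 strains (adjusted p = 1.24e-15), with 13 DEGs. Cholesterol biosynthesis, which holds the mevalonate pathway (20 genes), rose by 0.28 ± 0.36 in 41 of 50 strains (adjusted p = 6.32e-09), with 12 DEGs. Pyruvate metabolism (22 genes) rose by 0.18 ± 0.20 in 41 of 50 strains (adjusted p = 2.99e-08), with 10 DEGs. The pentose phosphate pathway (10 genes) rose by 0.26 ± 0.28 in 43 of 50 strains (adjusted p = 5.38e-06), with 7 DEGs. Smaller in evidence were glycogen metabolism (22 genes; 0.17 ± 0.41, adjusted p = 0.000584) and gluconeogenesis (7 genes; 0.29 ± 0.35, adjusted p = 0.0125). Mitochondrial biogenesis (19 genes) did not change, at 0.01 ± 0.11 in 32 of 50 strains (adjusted p = 0.733). Fry called each of these lists but mitochondrial biogenesis, with adjusted p-values between 1.68e-11 and 0.00152; with an estimated correlation, glycolysis, fatty acid biosynthesis, pyruvate metabolism and the pentose phosphate pathway were called. Over-representation among the DEGs was past an adjusted p of 0.05 for the same lists apart from gluconeogenesis (3 DEGs; one-sided Fisher's exact test, adjusted p = 0.357). Of 861 Reactome pathways, 11 were enriched, led by activation of gene expression by SREBP with 16 of 23 genes (one-sided Fisher's exact test, adjusted p = 1.85e-06); the Reactome pathway of gluconeogenesis was among them, with 14 of 30 genes (adjusted p = 0.00327). RNA of skeletal muscle in the BAT libraries stays open for the rises of glycolysis and glycogen metabolism: in the 17 strains in which muscle markers did not rise, these lists changed by 0.06 ± 0.40 and -0.22 ± 0.33 (sign flips, p = 0.55 and 0.006). The markers fell in those strains, and 2 other readings go the other way: at no change of the markers by regression the lists rose by 0.35 ± 0.31 and 0.09 ± 0.16 (sign flips, p = 1e-05 and 0.00011), and of their rises of 3500 and 479 CPM, 3220 and 418 CPM lay beyond the share of muscle RNA (42 of 50 strains and p = 1e-05 each), a reading added after the first was seen.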

BAT transcripts upregulated following exercise training were significantly enriched for metabolic processes including pyruvate metabolism, the mevalonate pathway, glycolysis, pentose phosphate pathway, cholesterol biosynthesis, gluconeogenesis, mitochondrial biogenesis, fatty acid metabolism, and glycogen metabolism (FDR < 0.05; Figure S12C). Considering the noted species and biological sex differences described in the literature regarding the role of BAT in the regulation of energy expenditure and its involvement in metabolic adaptation to exercise training, additional comparative studies are needed.^55^

### Integrated analysis and Web application

A primary goal of our research was to improve understanding of the integrated physiological responses to exercise. Thus, we compared DEGs and GO enrichment categories between tissues within the ExcHMDP. 

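Because the 5 tissues came from the same mice, shared chance variation can give an overlap with no effect of training, and it was measured by swapping TRN and SED within strains, for the same mice in every tissue, in 100 draws. The 500 genes ranked first within strains were those with the largest absolute mean change over its SD plus a constant. The number of these genes shared, and the correlation across genes of the mean within-strain changes, were compared with these draws. Shared DEGs were not; they are set beside the number expected of unrelated lists, which leaves shared chance variation out. Of the DEGs with group alone, 64 were found in 2 or more tissues and none in 3 or more; the mean number of DEGs was 442 per tissue.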

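Quadriceps and BAT shared 62 DEGs, where 30.7 are expected of unrelated lists of those sizes, and 59 of the 62 changed in the same direction. Their mean within-strain changes correlated across 13431 genes at r = 0.36, and none of the 100 draws gave as large a correlation (largest 0.30). Of the 500 genes ranked first within strains they shared 32, which 2 draws reached (median 18, largest 33). Of the block DEGs they shared 1125, where 926 are expected. With gWAT the picture depended on the measure. Across all genes, the changes of gWAT correlated with those of BAT at r = 0.10 and with those of quadriceps at r = -0.14, and 41 and 84 of the 100 draws gave as large a value. Among the 500 genes ranked first within strains, gWAT and BAT shared 65, a number that 1 of the 100 draws reached (median 18.5, largest 99). Quadriceps and gWAT shared 19, which 37 draws reached. Of the DEGs with strain as a block, gWAT and BAT shared 39, 38 of them in the same direction, where 16.8 are expected. These correlations are across genes, which are not independent replicates.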

Skeletal muscle, and brown and white adipose tissue were most similar (Figures S13A and S13B). 

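Heart and liver had too few DEGs for an overlap: with group alone each shared 1 gene with BAT, and none with quadriceps, gWAT or each other. Of the 500 genes ranked first within strains, liver and quadriceps shared 37, and none of the 100 draws reached that number (largest 32). Over all genes, the mean within-strain changes of liver correlated with those of quadriceps at r = 0.42, and 3 of the 100 draws gave a correlation as large. The correlations of liver and BAT (0.19), heart and liver (0.12), heart and quadriceps (0.14), heart and BAT (0.03), gWAT and heart (-0.05) and gWAT and liver (-0.22) had 10, 19, 27, 63, 89 and 97 draws as large. The changes followed GC content across genes, with Spearman's rho of 0.53 in quadriceps, -0.43 in gWAT, 0.42 in BAT, 0.12 in heart and 0.47 in liver, and this trend was not removed before the tissues were correlated.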

Although heart and liver were different from all other tissues. 

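For the transcripts Slc25a1, Acly, Ccn1 and Dusp1, the values in each tissue are given in the order quadriceps, gWAT, BAT and heart, followed by liver. Acly (ENSMUSG00000020917) lies on chromosome 11 of GRCm38 from 100476353 to 100528000, and encodes ATP citrate lyase. Its log2 fold changes were 0.81, 1.03, 1.03 and 0.29 (adjusted p = 0.0612, 0.212, 1.1e-05 and 1), and -0.06 in liver (adjusted p = 0.995, edgeR's quasi-likelihood test). Slc25a1 (ENSMUSG00000003528) lies on chromosome 16 of GRCm38 from 17925223 to 17928219, and encodes the mitochondrial citrate carrier; it changed by 0.84, 0.53, 0.74 and 0.36 (adjusted p = 0.0777, 1, 1.83e-06 and 1), and by 0.05 in liver. Ccn1 (ENSMUSG00000028195) lies on chromosome 3 of GRCm38 from 145646976 to 145649981; it changed by -0.34, -0.26, -0.32 and -0.25 (adjusted p = 0.0635, 1, 0.0362 and 1), and by -0.05 in liver. Dusp1 (ENSMUSG00000024190) lies on chromosome 17 of GRCm38 from 26505590 to 26562128; it changed by -0.28, -0.30, -0.33 and -0.27 (adjusted p = 0.0409, 1, 0.0498 and 0.81), and by -0.23 in liver (adjusted p = 0.991). These p-values are with group alone; with strain as a block all 4 were DEGs in quadriceps (adjusted p = 0.00405, 0.00294, 0.00337 and 0.000676 in the order first given), Acly was one in gWAT (adjusted p = 0.0446), and Dusp1 was not one in BAT (adjusted p = 0.0627). No gene was a DEG in all of quadriceps, gWAT, BAT and heart, with group alone, with strain as a block or by DESeq2; 7 genes were among the 500 smallest p-values in each of the 4 and not in liver. Whether a change differed between tissues was tested by sign flips of the difference within strains (permutation test, 100000 resamples, adjusted over 40 comparisons). The rise of Acly was larger in quadriceps, gWAT and BAT than in liver (differences of 0.92 ± 1.47, 1.15 ± 1.59 and 1.24 ± 1.3, in 40 of 49, 35 of 50 and 41 of 50 strains, adjusted p of at most 0.00088). For Dusp1 no pair of tissues differed, liver included (adjusted p between 0.86 and 0.94). In quadriceps, the rises of Acly and Slc25a1 followed that of brown adipocyte transcripts across 49 strains (Pearson's r = 0.76 and 0.80, Spearman's rho = 0.72 and 0.77, permutation p = 1e-05 for each, the smallest that 100000 resamples can give; r = 0.73 and 0.78 without the 2 strains farthest from the median).

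**Figure D4:**
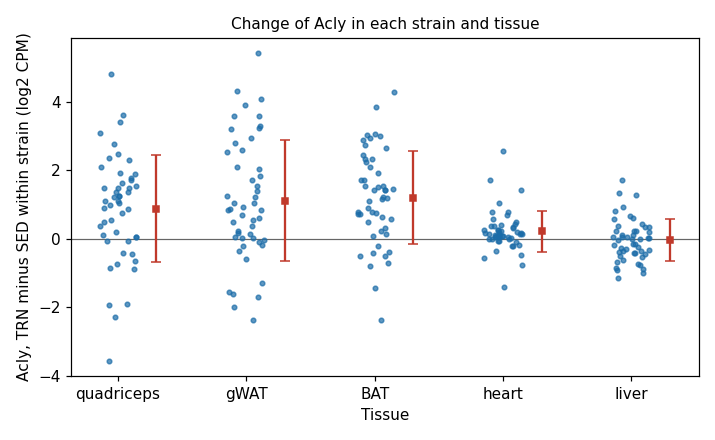
Change of Acly in TRN against SED mice of each strain (log2 CPM), with 1 blue point per strain in each tissue. Red squares and bars are the mean and 1 SD; the means are 0.87 in quadriceps, 1.11 in gWAT, 1.19 in BAT, 0.21 in heart and -0.05 in liver.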

Only four transcripts (*Slc25a1, Acly, Ccn1,* and *Dusp1*) were differentially expressed between SED and TRN in all tissues except liver (Table S1M).

We reasoned that exercise likely elicits harmonized tissue responses throughout the body to coordinate metabolic responsiveness. Thus, it is possible that gene programs are synchronized between tissues during exercise by changes in cell communication. To gain insight into coordinated tissue responses, we interrogated inter- and intra-tissue relationships between gene modules (p < 0.01; Figure S13C). 

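Modules were made here by clustering the 3000 most variable genes of each tissue into 20 clusters on their correlation across mice and keeping clusters of at least 20 genes. This left 51 modules (6 in quadriceps, 7 in gWAT, 16 in BAT, 11 in heart and 11 in liver), each represented by its first principal component. Of 1009 pairs of modules from different tissues, 185 (18.3%) correlated across mice at p under 0.01 (Pearson's correlation), where permuting the mice of a tissue gave a median of 10 and at most 20 in 100 permutations. After Benjamini-Hochberg adjustment 183 pairs remained under 0.05. When the within-strain TRN minus SED changes were clustered in place of the levels, 33 of 1154 pairs were under 0.01, against a median of 19 and a maximum of 43 by permutation, and 5 of the 100 permutations gave as many. The correlations of levels are across mice that include 2 of each strain.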

We identified 20 modules that possessed at least one significant inter-tissue correlation. Furthermore, we identified certain modules residing at the nexus of multiple inter-tissue correlations. 

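Among pairs of tissues, module correlations at p under 0.01 were most numerous between BAT and liver (33 of 176 pairs) and between BAT and heart (32 of 176), the tissues with the most modules. With 20 clusters the largest correlation was between quadriceps and BAT modules, at an absolute r of 0.908 over 99 mice; with 40 clusters it was between quadriceps and heart, at 0.94. In the within-strain changes the largest was between BAT and heart, at 0.875 over 50 strains, and quadriceps and heart had no pair under 0.01.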

The presence of inter-tissue module connections suggests a secreted factor-mediated pattern of communication, a topic currently under investigation by our research team.

Similar to our analysis of physiological traits (Figure S5A), we performed an unbiased PCA using the transcriptomes of five tissues from the ExcHMDP (Figure S13D). These analyses showed clustering by strain rather than group (SED vs. TRN). However, when interrogating the top 500 DEGs from each tissue (the average number of DEGs in a tissue), a significant separation by group (exercised vs. sedentary) was observed (p < 0.001; Figure S13E). These findings reflect the existence of a conserved exercise program masked by exercise unresponsive strain- and tissue-dependent transcripts.

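By permutational analysis of variance (PERMANOVA) on log2 CPM of all tested genes, strain accounted for 79.9% of the variance in quadriceps, 74.3% in gWAT, 70.7% in BAT, 76.0% in heart and 75.0% in liver. With 2 mice per strain, strains drawn at random account for about 50% (49.1 to 50.2%, 58.7% at most), so these shares are to be read against that level. Group accounted for 1.49%, 0.784%, 1.97%, 0.512% and 0.705% in the same order, with p = 0.001, 0.019, 0.004, 0.32 and 0.086 when TRN and SED were swapped within strains. The first principal component held 35.0%, 25.5%, 18.8%, 18.5% and 12.3% of the variance, of which group accounted for at most 2.16% (BAT). The loadings of this component followed GC content across genes to different degrees, with Spearman's rho of -0.11, 0.89, -0.41, 0.71 and -0.72 in the same order; the sign of a component is arbitrary.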

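Genes chosen because they differ between groups separate the groups by construction, so the separation was compared with that of swapped labels: TRN and SED were swapped within strains in 100 splits, the real one included, and the 500 genes were chosen again each time by limma's moderated t-test on log2 CPM with group alone. The share of variance that group accounted for on 500 genes (PERMANOVA) was 12.2% in quadriceps, 5.49% in gWAT, 20.6% in BAT, 4.46% in heart and 5.83% in liver. Swapped labels gave medians of 2.89%, 2.82%, 3.88%, 3.28% and 3.46%, and as large a share in 1, 3, 1, 8 and 1 of the 100 splits. On the 500 genes with the smallest p-values by edgeR, which were not chosen again on swapped labels, the shares were 9.41%, 3.26%, 15.87%, 3.17% and 2.66%, and the permutation p with these genes kept fixed was 0.001, the smallest that the permutations give, in the first 4 tissues and 0.02 in liver. Genes that limma chose on swapped labels, kept fixed in the same way, had a p of 0.001 as well. The mean number of DEGs per tissue was 485 by DESeq2.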

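Of the 500 genes with the smallest p-values in each tissue by edgeR with group alone, 17 were shared by quadriceps, gWAT and BAT, and 34 were in at least 3 of the 5 tissues. From the clustering by strain and the separation on top DEGs the paper concludes that a conserved program is masked by strain- and tissue-dependent transcripts.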

The overarching goal of the ExcHMDP was to develop an expandable, user-friendly, and open-access resource for the scientific community. All transcriptomic data from mice and visual representation of tissue transcripts from humans are publicly available at https://exchmdpmg.medsch.ucla.edu/app/. This Web site application enables side-by-side comparisons of expression and DEGs between tissues, species, exercise groups, and exercise time points (Figures 7A and 7B) and was designed for ease of data mining to advance hypothesis generation by the research community.

## DISCUSSION

Combining the power of genetics, multi-omics, deep phenotyping, and data integration, we provide species-specific, as well as species-conserved, pathways associated with exercise adaptations including (1) phenotypic responses to exercise for physiologically relevant traits; (2) tissue-specific molecular responses to exercise in skeletal muscle, white adipose tissue, BAT, liver, and heart; as well as (3) adaptations as a consequence of interactions between exercise workload and genetic variation (Figure 7C). The integration of phenotypic and molecular data identified regulatory genes for whole-organism and tissue-specific phenotypic effects of exercise (e.g., adipose tissue mass reduction). Bioinformatic analyses led to the identification of putative regulators of voluntary physical activity, most strongly controlled by the hypothalamus. Finally, data have been made publicly available in a Web-based application allowing for hypothesis development and exploration (https://exchmdpmg.medsch.ucla.edu; Figures 7A and 7B). This Web application provides opportunity for users to compare different datasets between species, tissues, exercise groups, and exercise time points. This Web application is expandable and will be utilized as a study repository as additional HMDP data become available.

The major goal of this research was to improve understanding of the effects of genetic architecture on metabolic tissue adaptation to long-term physical activity. Our findings in mouse and humans substantiate known physiological outcomes of exercise (e.g., reductions in adipose mass and circulating lipids, and increases in lean mass and insulin sensitivity).^56-60^ We also provide evidence supporting the impact of exercise on relatively understudied tissues and traits (e.g., liver, spleen, and kidney adaptations). Genetic investigation of metabolic traits revealed that most QTLs were not shared between TRN and SED. This suggests exercise-specific regulatory mechanisms for phenotypic traits and a transition of physiological status from sedentary to exercise trained. Group-specific QTLs have been observed in previous HMDP studies where interventions to induce trait outcomes reflective of disease pathobiology were studied.^37^ Moreover, in translation to humans, exercise-specific QTLs may provide a conserved resilience when non-specific stress is imposed compared with untrained individuals, as previously proposed.^61,62^

In addition to group outcomes, another major finding of our work relates to individual phenotypic responses to exercise in both humans and mice (Figures 7C, S5A, S5B, S13D, and S13E). For example, strains MRL/MpJ, BALB/cJ, and BXD152/RwwJ were similar in body mass and running wheel distance, speed, and duration. However, in contrast to BALB/cJ and MRL/MpJ strains, in which exercise contributed minimally to metabolic health outcomes, BXD152/RwwJ mice improved markedly in the aggregate metabolic health index following training. In the MyoGlu trial, where exercise intervention was tightly controlled, one normal-weight individual experienced a reduction in insulin sensitivity (assessed by the gold-standard method hyperinsulinemic-euglycemic clamp) and liver fat, whereas a second normal-weight individual showed improvement in insulin sensitivity. Although the existence of a true exercise non-responder is contended,^63^ our findings reflect a differential effect of exercise on metabolic health underpinned by genotype.^28^ Our findings corroborate similar observations of prior gene-environment interaction studies.^17,45^ This point is further emphasized by examining two genetically similar strains, BXD56/RwwJ and BXD102/RwwJ, where both strains exhibited similar beneficial effects of exercise training, despite running 0.9 and 11.6 km per night, respectively. How physical workload affects the multi-ome to produce unique signaling and communication nodes requires further dissection. In an effort to advance precision medicine, methodologies to predict individual metabolic responsiveness to exercise or development of algorithms to derive a genome-wide polygenic score will advance the discipline of personalized exercise prescription.

Transcriptomic profiling of the liver following long-term exercise revealed that ~60% of GO terms derived from differentially expressed transcripts were associated with mitosis and the cell cycle. Moreover, KDA of liver transcriptomics identified hub genes involved in the cell cycle. Two hepatic modules enriched for cell cycle and mitosis genes were identified. Liver mass was significantly increased in TRN vs. SED animals despite reductions in lipid content.^64^ Although the increase in tissue weight following exercise was initially thought to be a consequence of hepatic glycogen supercompensation, as previously described,^65,66^ our findings suggest liver hyperplasia. Although we cannot rule out an increase in non-parenchymal cells following training, our observation of an increase in traditionally quiescent hepatocytes post exercise training requires further interrogation. One potential explanation could be a physiological adaptation by the liver to meet the increased metabolic demand of physical activity. Considering recent findings showing that exercise prevents and or delays hepatocarcinogenesis independent of weight loss, our observations may be of important clinical relevance.^67,68^

We utilized the ExcHMDP to better understand how genetics control transcriptome remodeling in BAT following long-term exercise. Although there are conflicting findings with respect to exercise adaptation in beige adipose tissue and BAT, we found that mouse BAT, over all other tissues studied, was increased in mass and displayed the greatest number of DEGs in response to exercise intervention. Considering the evidence that exercise activates BAT in rodents,^52,53^ but not humans,^54,55^ a more nuanced understanding of species differences as well as responsiveness to environmental cues (e.g., ambient temperature and diet) requires greater consideration.^52-54,69,70^ Our transcriptomic analysis of BAT suggests an increase in glucose and fatty acid metabolism with concomitant downregulation of genes associated with transcription suppression. Our findings support that continued research investigating the role of BAT during exercise, as well as its contribution to systemic metabolism and disease prevention, is warranted.

Previous studies have interrogated factors driving volitional physical activity in both mice and humans with emphasis on the genetic architecture underlying this trait.^25,26,71-73^ Advanced intercross mice and human epidemiological observations revealed a moderate to high heritability for physical activity and dozens of QTLs. QTL mapping revealed five significant and eight suggestive QTLs for body weight (Chr 4, 7.54 Mb; confidence interval [CI] 3.32–10.34 Mb; Bwq14), body composition, wheel running duration (Chr 16, 33.2 Mb; CI 32.5–38.3 Mb), body weight change in response to exercise (1: Chr 6, 77.7Mb; CI 72.2–83.4 Mb and 2: Chr 6, 42.8 Mb; CI 39.4–48.1 Mb), and food intake during exercise (Chr 12, 85.1 Mb; CI 82.9–89.0 Mb). The intrinsic motivation to participate in leisure time physical activity is driven by an interaction between genetic, environmental, and socioeconomic factors.^74^ Our findings confirm a 68% heritability for daily running distance in female mice, one of the highest heritability values of all traits assessed in the ExcHMDP. We integrated these data with previous HMDPs and identified a strong connection between daily running distance and gene expression in specific regions of the CNS, specifically the hypothalamus. The connection between daily running distance and the CNS transcriptome was more significant than its connection to the cardiovascular system, lean muscle mass, or specific circulating hormones and metabolites. The hypothalamus has previously been associated with volitional physical activity in both humans and rodents.^75,76^ Our bioinformatic analyses identified 81 candidate genes in hypothalamus associated with daily running distance. Although the hypothalamus may be a central regulator of daily running distance in the mouse, our findings suggest additional inputs from other brain regions, including the hippocampus and striatum, as well as peripheral tissues. Continued investigation into the central and integrative signals from the periphery that drive voluntary physical activity and improved strategies promoting lifelong exercise prescription adherence are warranted.

In conclusion, this research makes publicly available a longitudinal, cross-species, and integrated analysis of adaptations to acute and long-term exercise intervention with specific emphasis on genetic regulators of metabolic health. Importantly, we showed that there are exercise-conserved gene signatures and metabolic trait adaptations from mouse to human. Moreover, certain metabolic traits are highly influenced by genetic architecture, and thus, despite performance of a matched exercise workload, trait adaptation can be genotype specific. Thus, identification of genetic drivers underlying metabolic health adaptation to exercise intervention in diverse human populations is critical. The overarching goal is that the vast data repository we generated will serve as a resource to be leveraged for target validation and novel hypothesis generation as well as to drive personalized exercise prescription to patently reduce metabolic disease burden.

### Limitations of the study

Limitations of our work should be considered when interpreting our findings, and these are primarily related to the scale of the ExcHMDP project. Specifically, because we studied 100 mouse strains over numerous months, we were unable to ascertain and synchronize mouse estrous cycles. Our position is that the inherent genetic differences between strains and the metabolic effects of exercise training far outweigh the impact of estradiol cyclicity on complex trait outcomes observed for the 100-strain mouse panel. To understand volitional exercise drive, the mouse panel performed wheel running; however, not all strains performed equal volumes of exercise. Many prior rodent studies controlled workload by using a treadmill and forced activity typically motivated by a stressful stimulus (e.g., electric shock). Differences in exercise modality and stress response to activity will likely preclude inter-study comparisons with the ExcHMDP, as marked differences in hormone and tissue responses associated with forced vs. volitional activity are known.^77^ Forced running during early adolescence in well-studied Sprague-Dawley rats showed a sexual dimorphism in weight and body volume as well as relative adipose tissue mass following training.^78^ These findings in female rats in the context of forced wheel running are not supported by our observations in mice engaging in volitional activity. Published work suggests that sex-dependent effects of exercise on body composition might vary depending on animal age, strain,^79^ and exercise mode (i.e., voluntary vs. forced).^4,80,81^ We intend to interrogate differences between volitional and forced activity in rats and mice in addition to the time course of transcript alteration in the post-acute and chronic exercise-trained conditions in collaboration with the MoTrPAC consortium. The primary advantage of our work using the HMDP is that we can compare gene-gene and gene-trait relationships across a variety of mouse panel studies to contrast the effects of exercise with dietary or drug intervention by sex.

Because most metabolic tissues include a heterogeneous mix of cell types, and because exercise alters the cell composition of most tissues, our bulk RNA sequencing approach limits our insight of exercise-induced adaptation in cell composition within tissues.^82,83^ Findings from single-cell and single-nuclei sequencing, as well as spatial transcriptomic studies, will help resolve questions related to cell composition within the transcriptional landscape of a tissue.

Last, translational relevance is always a concern when comparing rodents with humans. We compared men with female mice employing different modes of exercise, which presumably affected trait outcomes and reduced the number of DEGs overlapping between species after training. In light of these limitations, we consider the differentially expressed transcripts that were identified between SED vs. TRN mice and humans to be robust, conserved, and selectively exercise-responsive transcripts independent of sex, species, and mode of activity. In ongoing studies, we are more rigorously exploring the impact of sex on the transcriptomic response to exercise within and between species. It is likely that our current work missed sex-specific adaptations that may ultimately lead to new hypotheses about drivers of volitional activity as well as hormone- and sex chromosome-specific drivers of exercise-induced health benefit.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Additional information and requests for resources and reagents should be directed to Andrea L. Hevener ().

#### Materials availability

This study did not generate new reagents.

#### Data and code availability

- RNAsequencing data can be found at https://exchmdpmg.medsch.ucla.edu/app/ as well as online data repositories ExcHMDP data GEO:GSE230102, GSE64770, GSE16780, GSE121098, and MyoGlu data GSE227419.
- The original code has been deposited at Zenodo is publicly available as of the date of publication. DOI is listed in the key resources table.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Human subjects MyoGlu

Briefly, the MyoGlu study^18^ included healthy sedentary (<1 bout of exercise per week the previous year) men (40–65 years) divided into two groups stratified by BMI: overweight (BMI 29.5 ± 2.3 kg/m^2^) or normal weight controls (BMI 23.6 ± 2.0 kg/m^2^). Both groups (n = 26) underwent combined strength and endurance training for 12 weeks, including two endurance bicycle sessions (60 min) and two whole body strength training sessions (60 min) per week. A 45 min bicycle test at 70% of VO_2_ max was performed before and after the 12-week intervention period. Skeletal muscle (*vastus lateralis*) and subcutaneous white adipose tissue biopsies were taken before and after a 12-week of exercise intervention, 48h after the last bout of activity. Assessment time points included: baseline at rest, baseline immediately after a 45 min exercise session, 2 h after the 45 min exercise session, at rest 12 weeks after exercise intervention, immediately following another 45 min exercise session 12 weeks after exercise intervention, and 2 h after the 45 min exercise session 12 weeks after exercise intervention. MyoGlu was a controlled clinical trial (clinicaltrials.gov: NCT01803568) and adhered to the Declaration of Helsinki. The National Regional Committee for Medical and Health Research Ethics North, Tromso, Norway approved the study, with reference number: 2011/882. Written informed consent was obtained from all participants before any study-related procedure.

#### Mouse strains

All studies were approved by the Institutional Animal Care and Use Committee (IACUC) and the Animal Research Committee (ARC) at the University of California, Los Angeles (UCLA). Female mouse strains of the ExcHMDP are listed in Table S1A and were acquired from The Jackson Laboratories (Bar Harbor, ME, USA) or through Dr. Rob Williams at the University of Tennessee Health Science Center at 10 weeks of age. Mice were maintained on a strict 12-hr light/dark cycle (6am to 6pm) with *ad libitum* access to standard rodent chow (Teklad 8604, Envigo, Indianapolis, IN, USA) and water. Sedentary mice were housed 1-4 animals per cage. Exercised mice were individually housed with continuous access to an in cage running wheel monitored by VitalView^®^ Activity Software (Starr Life Sciences, Oakmont, PA, USA) for 30 days beginning training at 12 weeks of age. After 30 days, running wheels were locked between 6-9 am local time. 24h post exercise cessation, cages were replaced and chow removed from all animals 6h prior to euthanasia. Animals were euthanized between 12-4 pm local time. Samples were removed in the following order: blood from the abdominal aorta, gonadal white adipose tissue, quadriceps, inguinal white adipose tissue, heart, lungs, liver, spleen, kidney, colonic feces, hindlimb (gastrocnemius-plantaris-soleus), and brown adipose tissue. Whole blood was deposited into K3 EDTA-coated tubes and centrifuged for five minutes at 3000 G with plasma collected on ice. All samples excluding plasma and colonic feces were quickly rinsed in sterile saline, pat-dried, weighed, and frozen in liquid nitrogen. All samples were stored at −80°C for subsequent analysis.

Daily running distance was calculated as the average running distance per day over the experiment timeframe. Average running speed was calculated by normalizing all 15 second intervals with values > 0 relative to 1 second. Percent of time running was calculated by dividing the sum of 15 second intervals > 0 by the sum of all 15 second intervals.

### METHOD DETAILS

#### Plasma hormone and metabolite analyses

##### Liver and plasma metabolite analyses

Plasma metabolites and HOMA-IR^17^ for humans and mice as well as liver lipids for mice only were analyzed^45^ using commercially available kits as per manufacturer instructions.

#### Euglycemic-hyperinsulinemic clamp studies

Euglycemic-hyperinsulinemic clamp studies were performed after an overnight fast. A fixed dose insulin (40 mU/m^2^ x min^−1^) was infused, and glucose infusion (200 mg/mL) was adjusted to maintain euglycemia (5.0 mmol/L for 150 min).^18^ Insulin sensitivity is reported as glucose infusion rate (GIR; mg x kg^−1^ x min^−1^) during the last 30 min of the clamp. Whole blood glucose was measured by glucose oxidase method (YSI 2300, Yellow Springs, OH), and plasma glucose was calculated (whole blood glucose x 1.119).

#### Tissue trait analyses

##### Trait by trait correlations

Biweight midcorrelation was calculated for pairwise trait correlations within each group using the WGCNA package in R. The sedentary and exercised trait correlation matrix was visualized using the ‘ComplexHeatmap’ package^84^ in R. For trait by trait correlations involving a group difference (sedentary subtracted from trained value for each strain, or trait delta), a random pairing method was used. Briefly, for each strain, a sedentary mouse was randomly chosen and the value for that trait was subtracted from a randomly chosen trained mouse. This process was continued without replacement for each group until all mice were utilized. If the sedentary group number was greater than the trained group number, a randomly chosen trained mouse was used twice. If the sedentary group number was less than the trained group number, a randomly chosen sedentary mouse was used twice. This enabled all mice within a strain to be included. Where strain averages for traits were employed, this process was repeated 1000 times with the results from all trials averaged to give a final group difference for each strain.

#### Heart phenotype correlations

Heart phenotypes from a previous sedentary, untreated HMDP (age matched)^37^ were correlated with running distance per day, as well as trait-by-trait comparisons between sedentary vs. trained mice of the ExcHMDP.

#### Cumulative exercise effect: Metabolic traits

The cumulative exercise effect on metabolic traits was calculated as follows using traits where the general exercise effect is known.^85^ For the ExcHMDP, the traits included muscle mass, fat mass, liver triglycerides, and plasma insulin, triglyceride, glucose, and HDL. Heart, quadriceps, and gastrocnemius mass were added to comprise muscle mass. Gonadal white adipose tissue and inguinal white adipose tissue were added to comprise fat mass. The strain average was determined for each trait within a group. Next, the strain percent change was determined for each trait. All traits were then summed giving a single final value for each strain indicated as the cumulative exercise effect. For MyoGlu, the same process was performed. Traits included fat free mass, fat mass, liver fat, glucose infusion rate (GIR), HDL, and plasma triglyceride (TG).

#### Single cell and bulk RNAsequencing and data processing

##### RNA Isolation, library preparation, and sequencing

Whole quadriceps, gonadal white adipose tissue, heart, brown adipose tissue, and a portion of the liver were pulverized at the temperature of liquid nitrogen. Tissue was homogenized in Trizol (Invitrogen, Carlsbad, CA, USA), RNA was isolated using the RNeasy Isolation Kit (Qiagen, Hilden, Germany), and RNA concentration and quality were assessed (RIN >7.0 used in downstream applications). Libraries were prepared using KAPA mRNA HyperPrep Kits and KAPA Dual Index Adapters (Roche, Basel, Switzerland) per manufacturer’s instructions. A total of 800-1000 ng of RNA was used for library preparation with settings 200-300 bp and 12 PCR cycles. The resultant libraries were tested for quality. Individual libraries were pooled and sequenced using a HiSeq 3000 or NovaSeq 6000 S4 following in house, well established protocols by the UCLA Technology Center for Genomics and Bioinformatics (TCGB).

#### Single cell RNA sequencing

Six female C57BL/6J mice were subjected to the same exercise protocol as ExcHMDP animals. Following animal euthanasia, the hypothalamus from 3 sedentary and 3 exercise trained mice underwent a DropSeq single cell protocol.^86^ The resulting gene matrices for each sample were combined yielding two groups and these were further analyzed using Seurat v2.3.4.^87^ The mouse brain atlas was used to annotate cells within each cluster.^88^ Two marker genes were used to identify each cluster.

#### Heritability

SNP-heritability was calculated for mice of the ExcHMDP.^15^

##### Genome wide association analyses

Genome wide association analyses were conducted.^15^ Quantitative trait loci (QTLs) were considered distinct between groups if the significant locus was more than 20 Mb from a locus in the other group and below the suggestive significance threshold (p < 4.1x10^−5^).

##### Candidate gene identification

Candidate genes in GWAS loci were prioritized based on known biologic function or correlation in co-expression with a specific trait. In particular, genes whose *cis*-regulation was correlated with the trait were considered as highly likely candidate genes.^89^ Briefly, when only exercise trained animals were used, SNPs within 1 Mb (*cis*-acting) of a gene with a *cis*-eQTL (*P* < 1E^−4^) were identified. The median of the allele-specific expression for each SNP of that gene was calculated and those values were then correlated with a particular trait. For candidate genes identified using both sedentary and exercised animals, sedentary gene expression was subtracted from trained gene expression giving the exercise-induced change in gene expression. The trait in question underwent the same analysis where the sedentary value was subtracted from the trained value. Resulting values from the gene expression and the trait were then used as described above in downstream applications.

##### Genome wide polygenic score

Genome wide association analyses were conducted.^15^ Quantitative trait loci (QTLs) were considered distinct between groups if the significant locus was more than 20 Mb from a locus in the other group and below the suggestive significance threshold (p < 4.1x10^−5^).

#### Heritability

SNP-heritability was calculated for mice of the ExcHMDP.^15^

### QUANTIFICATION AND STATISTICAL ANALYSES

#### Statistical analysis of the biological data

Phenotype-phenotype correlations^15^ and principal component analyses were performed using the FactoMineR v2.3 and factoextra v1.0.7 packages in R.^90^ Groups differences were determined using the Vegan v2.5-6 package in R. Key driver analyses were conducted^45,46^ and the final resulting networks were visualized using Cytoscape 3.8.0.^91^

For the ExcHMDP and MyoGlu, raw RNAseq reads were inspected for quality using FastQC v0.11.9 (Barbraham Institute, Barbraham, England). Reads were aligned and counted using kallisto v0.45^92^ against the Ensembl mouse transcriptome (v97) to obtain counts and transcripts per million (TPM). Samples were analyzed for differential expression using DeSeq2 v1.28.0^93^ and were corrected using limma v3.44.1^94^ accounting for library prep batch and sequencing flow cell lane.

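For the mouse libraries the main comparison here used edgeR 4.0.16 in place of DESeq2 v1.28.0, and DESeq2 1.42.0 as an alternative. Where the paper corrected for batch and lane, 3 surrogate variables estimated from the expression values were added to the model as an alternative, which gave 730 DEGs in quadriceps, 13 in gWAT, 2520 in BAT, 1 in heart and 0 in liver (841 liver genes at an unadjusted p under 0.05). These counts are not those of the paper's correction.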

Gene enrichment analysis was conducted using Pantherdb (http://pantherdb.org/). Afalse discovery rate (FDR) < 0.05 was considered significant. Unless otherwise noted, values presented are expressed as means ± SEM. The two-sample Student’s t-test was used to examine the difference between the two groups. All analyses were performed using R v4.0.0, and p values <0.05 were considered statistically significant unless specifically stated. Figures were compiled and made using Graphpad Prism v9 (San Diego, CA, USA) or Adobe Illustrator v24.3 (San Jose, CA, USA).

### ADDITIONAL RESOURCES

A publicly available interactive web browser for tissue gene expression exploration of MyoGlu and ExcHMDP datasets analyzed in this study was created for hypothesis generation. Description: https://exchmdpmg.medsch.ucla.edu/app/. MyoGlu was a controlled clinical trial (clinicaltrials.gov: NCT01803568) and the ethical committee statement can be found at https://link.springer.com/article/10.1007/s00125-020-05296-0.

## Supplementary Material

Supplement Figures

Supplement Tables

## Figures and Tables

**Figure 1.**
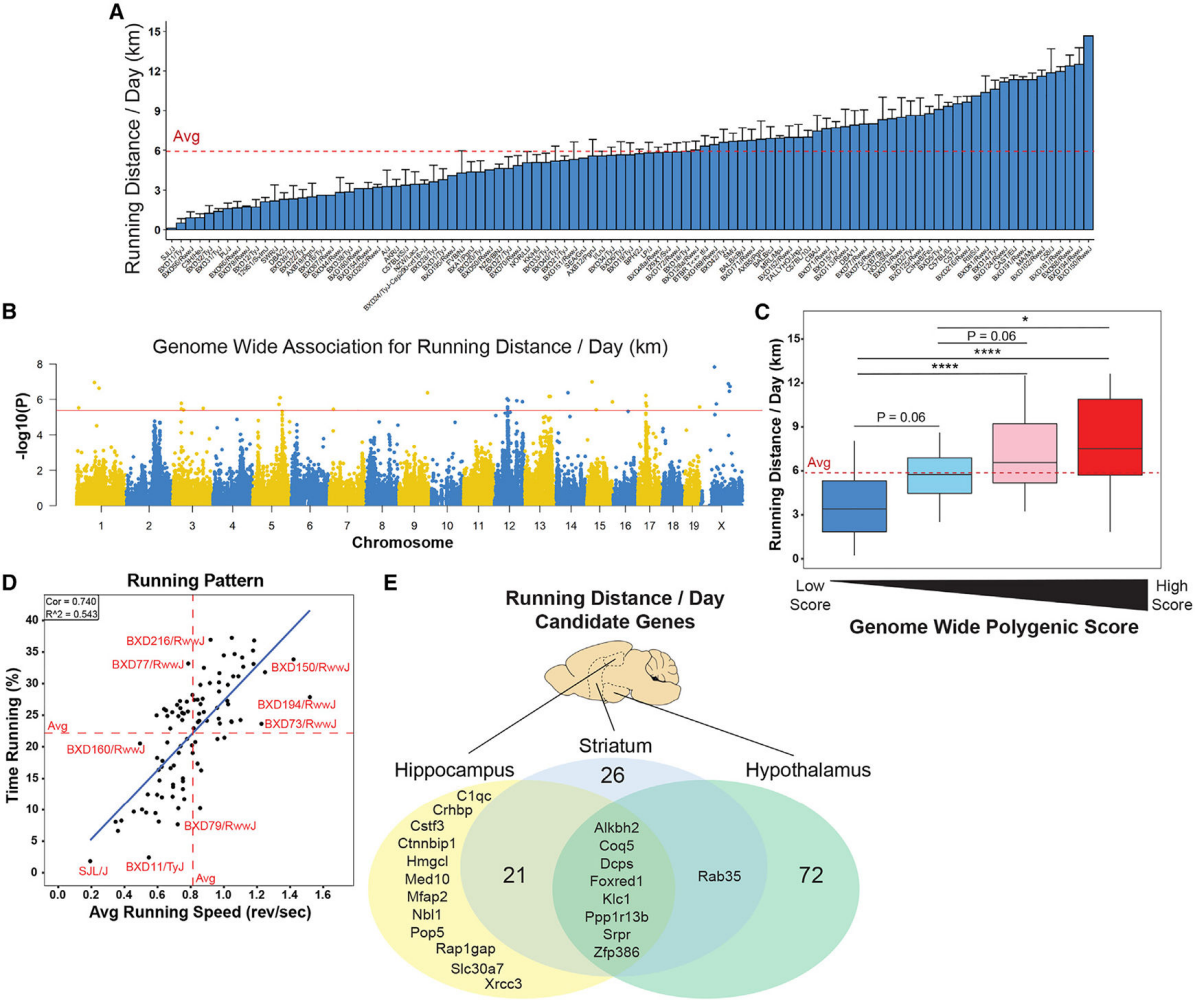
The impact of genetic variation and central regulators of voluntary exercise Female mice from the Hybrid Mouse Diversity Panel (HMDP) were trained (TRN) using in-cage running wheels or remained sedentary (SED) for 30 days. Transcriptomics data from the MyoGlu study of normal-weight and overweight individuals subjected to both acute and long-term endurance exercise were integrated for subsequent comparative analyses and made publicly available in a Shiny Web application. (A) Average daily running distance (km), dashed line indicates average. (B) GWAS for average daily running distance, solid line indicates significance threshold. (C) Genome-wide polygenic score for running distance per day (km) of strains stratified by quartile; *p < 0.05, ***p < 0.001, ****p < 0.0001. Only using SNPs with between *r*^2^ < 0.6 and GWAS p < 0.01. Dashed line indicates overall average. (D) Correlation of average running speed (revolutions/s) with percentage time running (% of 24-h period); solid blue line indicates least-squares regression line. Dashed lines indicate axis strain average. (E) Venn diagram showing overlap of candidate gene analysis for average daily running vs. previously published HMDP of RNA sequencing in hippocampus, hypothalamus, and striatum. Correlations were considered significant at FDR < 0.05.

**Figure 2.**
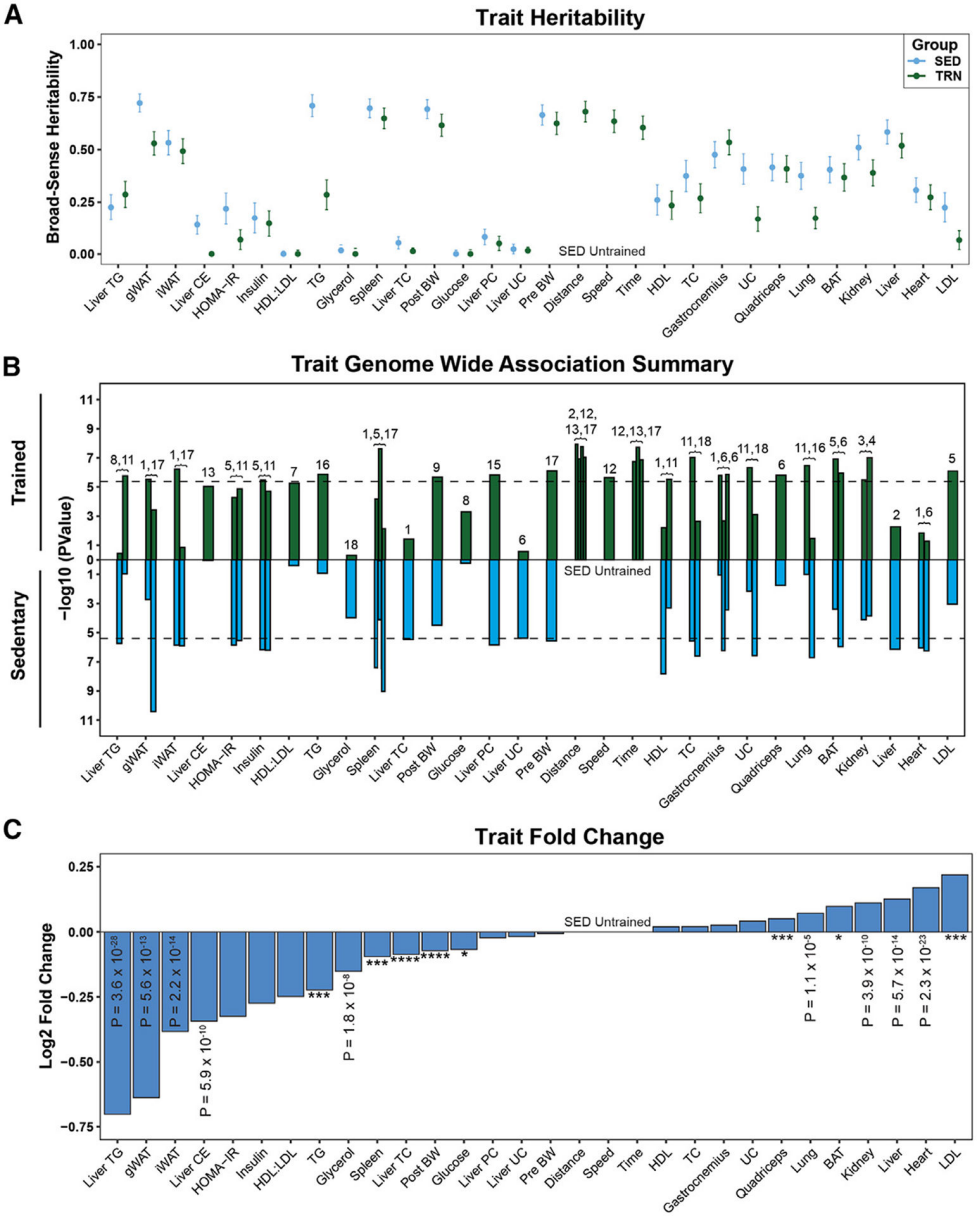
Trait heritability and the effect of genetic architecture on exercise adaptations (A) Heritability estimates of each trait for sedentary (blue) and exercise trained (green). (B) Top QTLs from GWAS of each trait in sedentary (blue) and exercise-trained (green) animals. Chromosome location of QTL indicated above bar. Dashed lines indicate significance threshold (−log_10_(p value)). (C) The log 2-fold change of traits across all strains relative to the sedentary group. *p < 0.05, ***p < 0.001, ****p < 0.0001.

**Figure 3.**
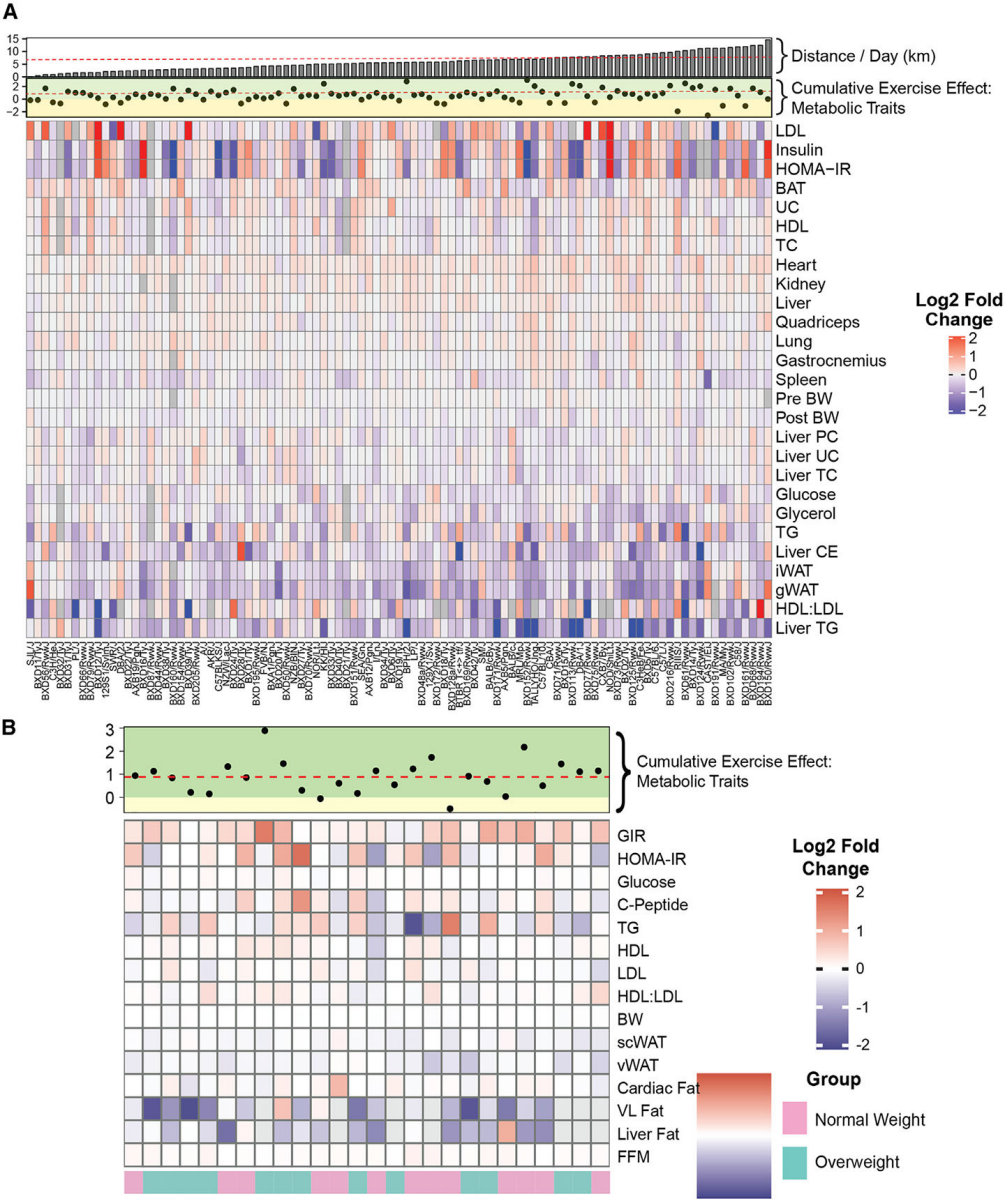
The effects of exercise on physiological trait outcomes (A and B) Fold change heatmap of each trait by strain (A, ExcHMDP) or group (B, MyoGlu). Positive or negative values indicate increase or decrease in exercise-trained mice or after exercise intervention in humans. Cumulative effect of exercise on metabolic traits with corresponding improved (green) or diminished (yellow) regions and distance run by mice per day plotted along the top. Dashed lines indicate average of variable.

**Figure 4.**
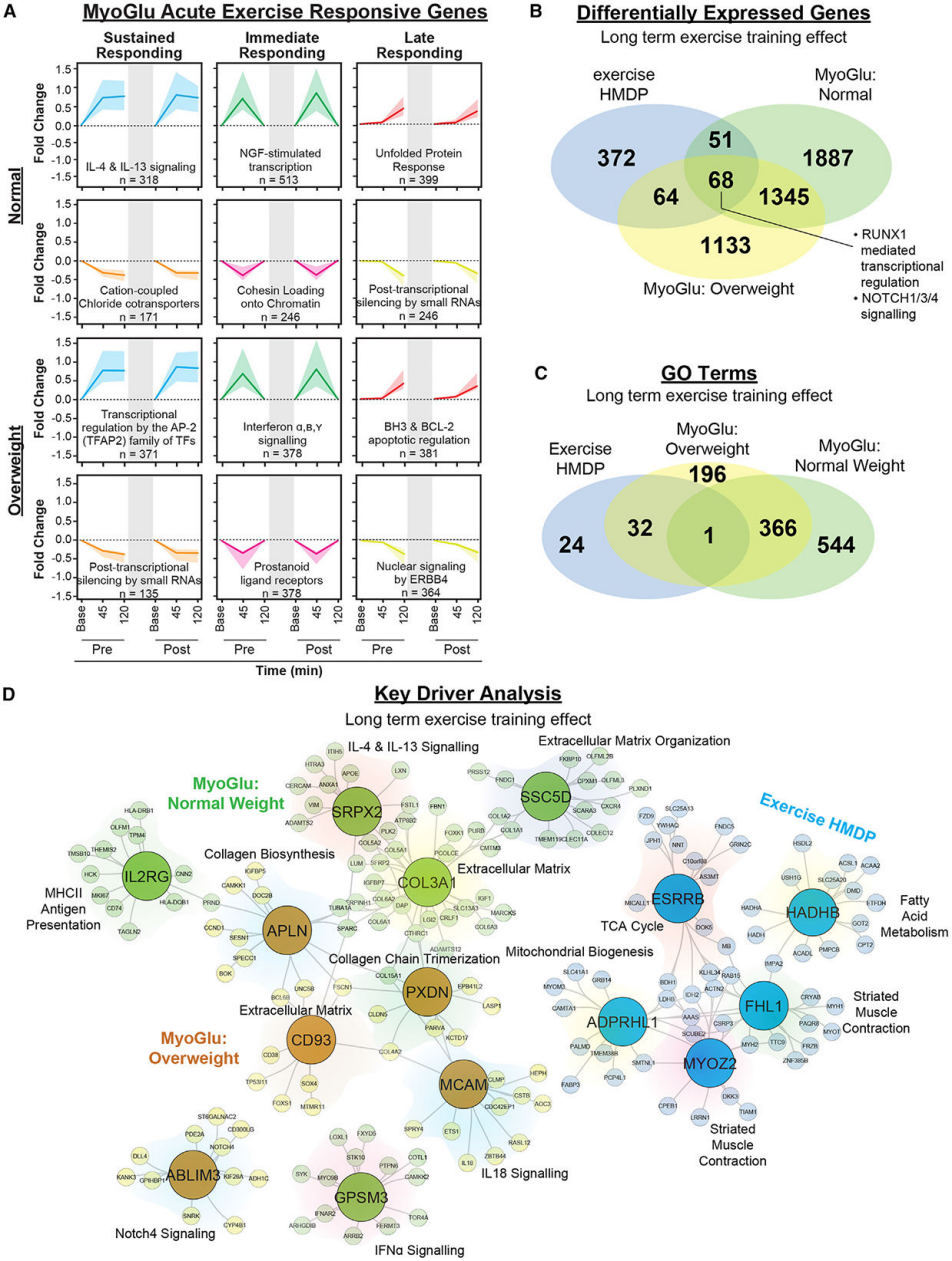
The impact of short-term and long-term exercise on transcript response and key drivers of physiological adaptation (A) Gene pattern identification from skeletal muscle of MyoGlu. Top two rows are normal weight and bottom two rows reflect data from overweight subjects. Left column indicates transcripts with sustained increase or decrease. Middle column indicates transcripts increasing or decreasing immediately after acute exercise only. Right column indicates transcripts increasing or decreasing 2 h after acute exercise cessation. Top GO term and gene set size indicated within. Dark colored line indicates fold change median for gene set. Shaded region around line indicates interquartile range of fold changes for gene set. Gray shaded region within each box indicates 12-week exercise intervention. (B and C) Venn diagram showing the overlap among groups for (B) DEGs or (C) Gene Ontology (GO) terms. MyoGlu are post baseline vs. pre-baseline for each group. (D) KDA of DEG colored by group. Key driver genes are enlarged within circles with the corresponding regulated genes within surrounding shaded region. Top GO term for each shaded region are indicated.

**Figure 5.**
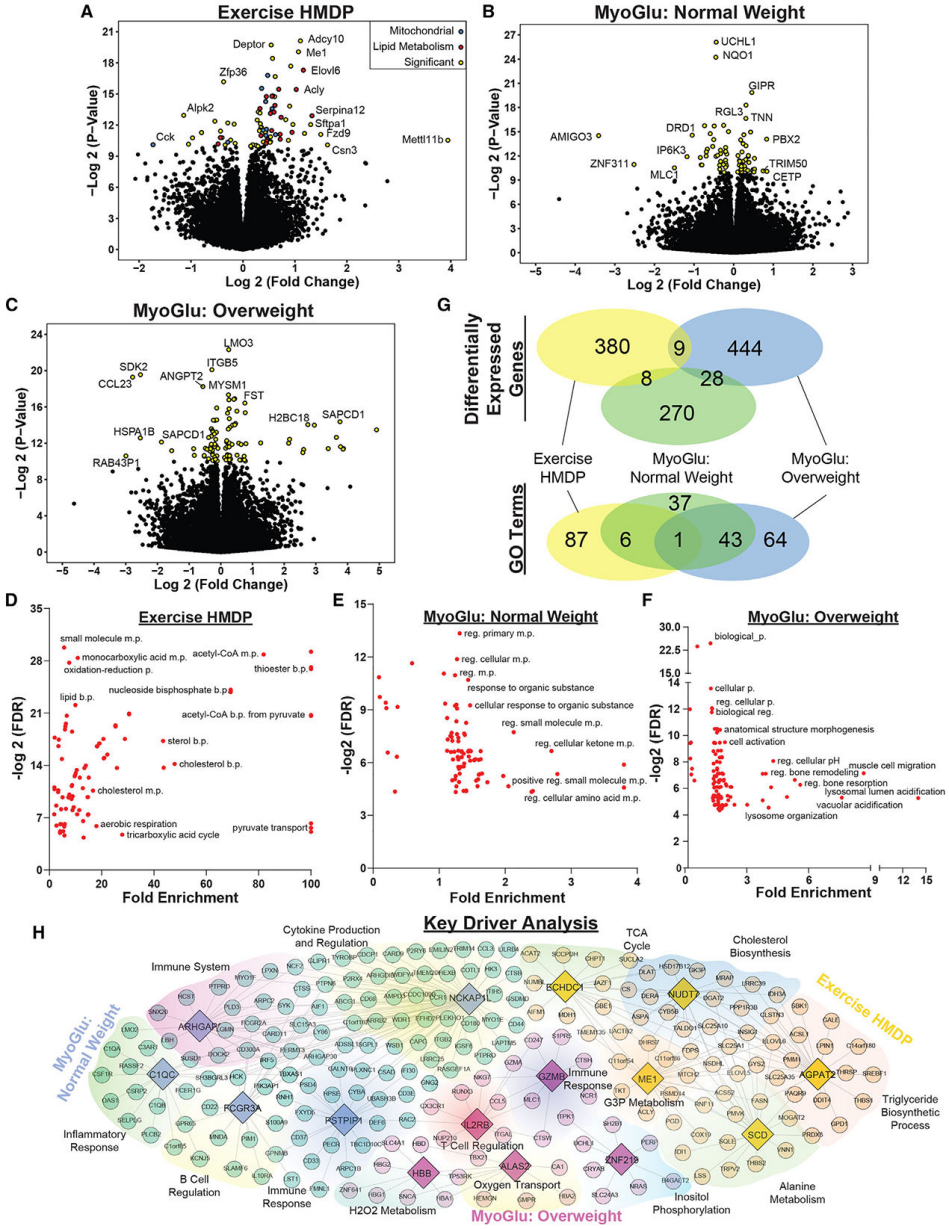
The impact of long-term exercise on white adipose tissue transcripts and key driver genes (A) Volcano plot of transcript expression in gonadal white adipose tissue across all female strains relative to the sedentary group. Significant genes (FDR < 0.05) are color coded with certain functional groups emphasized. (B and C) Volcano plot of gene expression from subcutaneous white adipose tissue in normal-weight and overweight humans relative to baseline values. Significant transcripts (FDR < 0.05) are color coded. (D–F) Gene enrichment analysis of DEGs from the (D) exercise HMDP, (E) MyoGlu normal weight, and (F) MyoGlu overweight. Only significantly enriched groups are displayed (FDR < 0.05). (G) Venn diagram showing the overlap among groups for DEG or GO terms. (H) KDA of DEGs colored by group. Key driver genes are enlarged in diamonds and the corresponding regulated genes within surrounding shaded regions. Top GO term for each shaded region is indicated.

**Figure 6.**
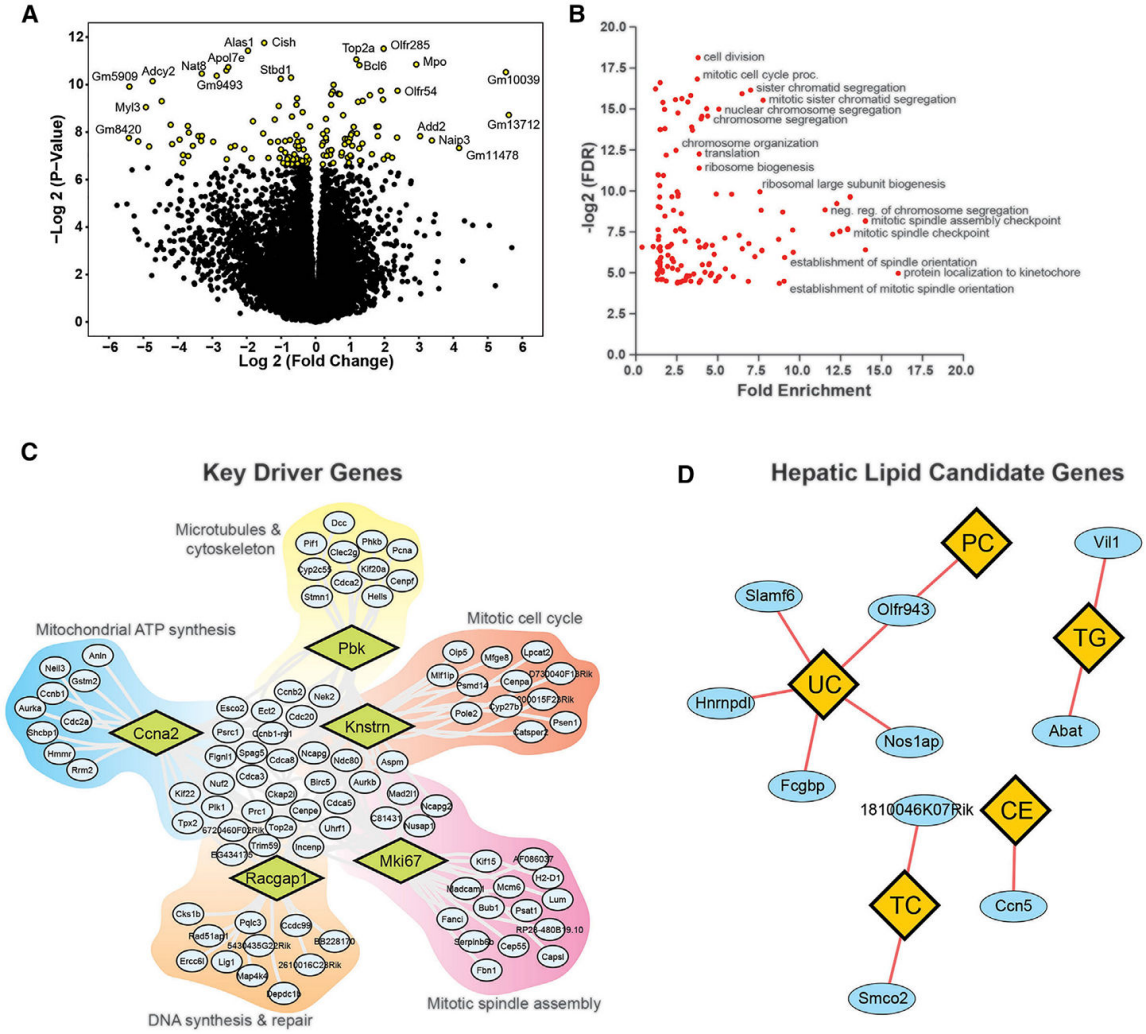
The impact of long-term exercise on liver transcripts and key driver genes (A) Volcano plot of hepatic transcripts across all strains following exercise training relative to sedentary. Significant transcripts (FDR < 0.05) are colored yellow. (B) Gene enrichment analysis of DEGs from liver samples of the ExcHMDP. Only significantly enriched groups are displayed (FDR < 0.05). (C) KDA of DEGs colored by group. Key driver genes are enlarged within diamonds and corresponding regulated genes are within surrounding shaded regions. Top GO term for each shaded region is indicated. (D) Candidate gene analysis (ovals) for liver lipid traits (diamonds).

**Figure 7.**
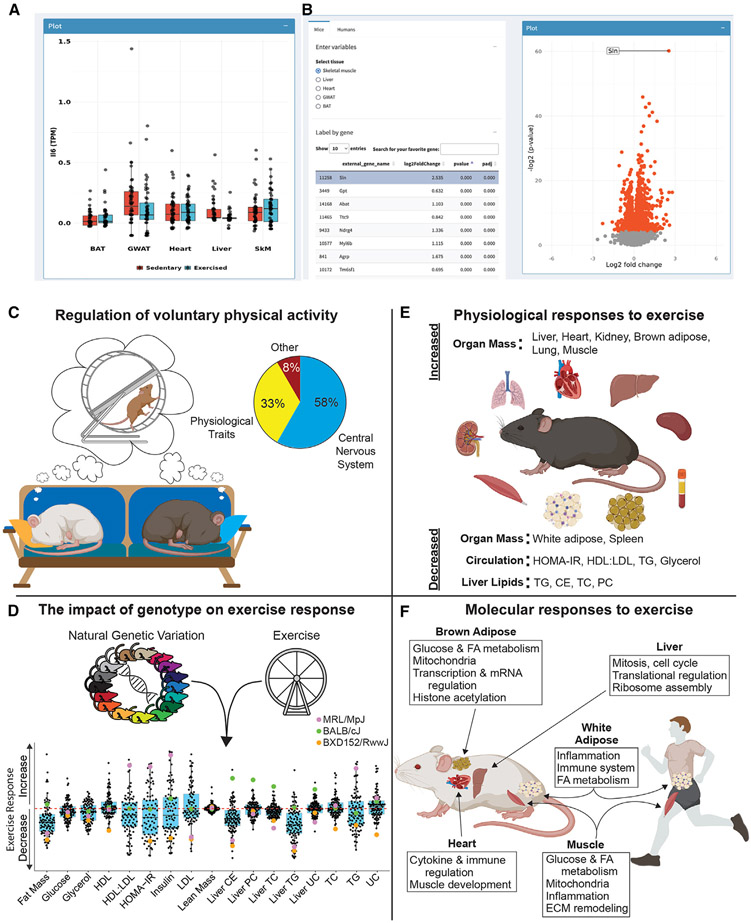
Overview of Shiny Web application and summary of findings. (A) Screen shot of the Web application showing dot plots of transcriptomics data from BAT, gWAT, heart, liver, and skeletal muscle (SkM) of sedentary vs. exercised (trained) mice. (B) Screen shot of time variable comparisons for human muscle transcriptomic findings in table format (left) and volcano plot (right). The website enables users to browse, mine, as well as download transcriptomics data from mice and humans. (C–F) Summary of the main findings divided into four broad categories: (C–F) volitional exercise, (D) genotype-specific exercise response, (E) physiological responses to exercise intervention, and (F) molecular adaptations to repeated physical activity.

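Il6, the gene for interleukin 6 (ENSMUSG00000025746, chromosome 5 of GRCm38, 30013114 to 30019981), whose dot plots this panel shows, was near the detection limit in all 5 tissues. It had a count in 36 SED and 36 TRN libraries of quadriceps, 31 and 28 of gWAT, 17 and 21 of BAT, 30 and 34 of heart and 20 and 7 of liver. The largest count in any library was 12 in quadriceps, 10 in gWAT and 8, 8 and 6 in BAT, heart and liver. It did not pass the filter on low counts in any tissue, so the main comparison did not test it. Without the filter its log2 fold change in liver was -1.61 (adjusted p = 0.0104 by edgeR's quasi-likelihood test, on at most 6 counts per library), whereas limma on log2(TPM + 1) without a filter gave an adjusted p of 0.891; in the other tissues neither had an adjusted p under 0.05.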

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Chemicals, peptides, and recombinant proteins		
QIAzol Lysis Reagent	Qiagen	79306
Chloroform, HPLC Grade	Thermo Fisher	C606-4
Isopropanol, 99.5%	Acros Organics	32727-0010
Critical commercial assays		
Cholesterol	In house	
Insulin ELISA	Alpco	80-INSMSU-E01
Glucose	StanBio Laboratory	1071-250
Triglyceride	Sigma Aldrich	TR0100
Phospholipid-C kit	WAKO Diagnostics	997-01801
Glycerol	Sigma Aldrich	FG0100
Qiagen	RNAeasy Kit	74106
Deposited data		
HMDP (raw and processed data)	Bennett et al.^14^ Parks et al.^17^	GSE64770
HMDP RNA expression profiling (multitissue studies, raw and processed data)	Norheim et al.^15^ Chella Krishnan et al.^45^	GSE16780 GSE121098
HMDP RNAsequencing (hypothalamic studies)	Hasin-Brumshtein et al.^40^	GSE79551
RNAsequencing MyoGlu Human Exercise Studies	Langleite et al.^18^	GSE227419
RNAsequencing Exc HMDP	This paper	GSE230102
Experimental models: Organisms/strains		
100 strain mouse panel	The Jackson Laboratory	Strain IDs in Table S1A
Software and algorithms		
Prism v9	GraphPad Software	https:www.graphpad.com
R Studio Posit Rv4.0.0	R Studio Desktop Complex Heatmap package	https://posit.com
WCGNA	This paper	https:cran.r-project.org
DESeq2	This paper	https://bioconductor.org/packages/release.bioc/html/DESeq2.html
Gene Enrichment Analysis	This paper	http://pantherdb.org
Graphics	This paper Adobe Illustrator v24.3	http://www.adobe.com
Graphics	This paper Biorender	www.biorender.com
Other		
Resource Website	This paper	https://exchmdpmg.medsch.ucla.edu/app
Code	This paper	https://github.com/tho-ols/exchmdpmg https://doi.org/10.5281/zenodo.7729799
Clinical Trial Registry - MyoGlu	Langleite et al.^18^	NCT01803568
HMDP RNAsequencing (hypothalamic studies)	Dryad Digital Repository	https://doi.org/10.5061/dryad.vm525

## INCLUSION AND DIVERSITY

We support inclusive, diverse, and equitable conduct of research.

How the deposited data were processed for this re-analysis (not part of the article)

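RNA of 5 tissues (quadriceps, gonadal white adipose tissue, interscapular brown adipose tissue, heart and liver) from 100 female mice of 50 inbred strains, 1 SED and 1 TRN mouse per strain, was measured in 499 sequencing libraries. The quadriceps of 1 SED mouse was not analysed here. Strain and group were taken from the sample labels and the paper. All columns of the count tables belonged to a mapped sample.

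The authors pseudoaligned the reads with kallisto v0.45 to the Ensembl v97 mouse transcriptome and deposited, for each tissue, a table of estimated counts per gene and a table of TPM (counts scaled by transcript length and library size), each with 36558 gene identifiers. The paper corrected for library preparation batch and flow cell lane with limma; the assignment of libraries to these was not used here, so the correction was not repeated. The estimated counts need not be whole and were rounded to whole numbers. Gene symbols and coordinates come from GENCODE M21 on GRCm38, which matched 35856 of the identifiers. Kallisto divides reads among transcripts of near-identical copies, so the counts of paralogs, pseudogenes and multigene families are uncertain, as are those of overlapping genes.

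The main comparison of TRN with SED mice was fitted separately in each tissue with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test, group as the only term), with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons, the gene lists, the rule for named genes and 54 alternatives were chosen before the data were examined; 16 more alternatives were added after seeing the data, among them the sign flips and the settings without named libraries. Named genes were those the paper names or labels and, in each tissue, up to 5 higher and 5 lower genes with the smallest p-values among those with an adjusted p under 0.05, a gene symbol and a change in the same direction in at least 35 strains. The tests covered 14137 genes in quadriceps, 15684 in gWAT, 14867 in BAT, 14836 in heart and 14387 in liver. Levels in CPM and log2 CPM (prior count 2) were computed from the authors' counts with TMM library sizes.

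Same-strain mice were checked for pairing by the correlation of their deviations from the group means. The median correlation was 0.624 in quadriceps, 0.611 in gWAT, 0.468 in BAT, 0.588 in heart and 0.574 in liver, and 48 of 49, 47 of 50, 49 of 50, 50 of 50 and 50 of 50 pairs were over 0.1. The pairing comes from the strain of each mouse, so the fit with strain as a block compares genuine pairs. No 2 libraries held identical values.

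Alternatives were DESeq2 1.42.0, edgeR with RLE size factors, no filter beyond 1 count in all libraries together, at least 10 counts in every library, robust empirical Bayes, strain as a block, 3 surrogate variables (sva 3.50.0), libraries under 50% of the median total left out, and limma 3.58.1 on log2(TPM + 1) or log2(TPM + 0.1), with genes reaching 1 TPM or without a filter. On the TPM scale a fold change is that of log2(TPM + pseudocount), which understates the change of genes with low values.

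The 32 gene lists, of 8 to 68 genes, were tested in each tissue with camera at a preset correlation of 0.01, and p-values were adjusted over all 160 tests. Alternatives were camera with the correlation estimated, fry, and sign flips of the mean within-strain change (permutation test, two-sided, 100000 resamples, smallest possible p 1e-05). Camera and fry used group alone unless strain as a block or surrogate variables are named, while the sign flips used the strain pairs. Over-representation of lists and of Reactome pathways of 10 to 500 genes was tested with one-sided Fisher's exact tests against the genes tested in that tissue. Variance shares come from PERMANOVA (vegan 2.7.1, 999 permutations). Modules were clusters of the 3000 most variable genes of a tissue by average linkage on signed correlation, 20 clusters per tissue, of which those with at least 20 genes were kept, and their first principal components were correlated between tissues. Cell type lists, 16 in number, were written before the tests that used them.

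The tests were tested on simulated counts drawn from the means, spreads and library sizes of the quadriceps libraries, with 200 of 14137 genes changed. Genes were drawn independently, and each gene's biological variance was split equally between strain and mouse. The edgeR test with group alone called 81.5% of the changed genes and 5 unchanged ones, and with strain as a block 90% and 8. With group alone 1.36% of unchanged genes had an unadjusted p under 0.05, and with strain as a block 4.89%. The model with group alone was thus conservative for independent genes with variance split in this way. On the real libraries, labels swapped within strains gave it up to 97 genes in gWAT and 46 in BAT (medians 0 and 3). DESeq2 called 85% and 7, and limma on within-strain differences 91% and 10. Camera, fry, sign flips and over-representation each called 2 of 2 changed lists and 0 of 30 unchanged ones. Because the simulated genes were independent, this result does not show how these tests behave on lists of correlated genes. In the real quadriceps libraries, labels swapped within strains gave camera at the preset correlation a median of 6 and up to 19 called lists. The module method recovered 20 of 20 simulated factors in each of the simulated tissues when all of 2000 genes belonged to factors, and called 1 of 1 shared pairs and 5 of 399 others. With unrelated genes added, to 2300 genes, it recovered 2 and 0 of 8 factors and called 0 of 4 shared pairs and 4 of 376 others, so a pair it does not call can still be shared.

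Library totals ranged from 62524 to 107760836 counts. Counting error is small beside the spread between mice for all but genes with few counts; Il6, for example, reached at most 12 counts in any library. Human samples, physiological traits, genotypes, key driver networks and the single-cell data were not used here. The supplementary tables of shared genes were held here only in part, so no overlap was computed on them.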

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

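The tests of explanations in this part were chosen after the results were seen.

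The effect of training on 3 of the 4 transcripts that the paper reports as shared differed between tissues. The within-strain changes (log2, TRN minus SED) were compared between tissues by sign flips of their difference within strains (permutation test, two-sided, adjusted over 40 comparisons; values are mean ± SD across strains). For Slc25a1 the rise was larger in quadriceps than in heart by 0.64 ± 1.7 (31 of 49 strains, adjusted p = 0.04) and than in liver by 0.81 ± 1.6 (37 of 49 strains, adjusted p = 0.0042). It was larger in gWAT than in liver by 0.53 ± 1.1 (36 of 50 strains, adjusted p = 0.0067). In BAT it exceeded heart by 0.64 ± 1.08 (35 of 50 strains, adjusted p = 0.0013) and liver by 0.81 ± 0.89 (41 of 50 strains, adjusted p = 0.00013). For Acly the rise in quadriceps exceeded heart by 0.66 ± 1.57 (33 of 49 strains, adjusted p = 0.02) and liver by 0.92 ± 1.47 (40 of 49 strains, adjusted p = 0.00088), that in gWAT exceeded heart by 0.90 ± 1.76 (35 of 50 strains, adjusted p = 0.0031) and liver by 1.15 ± 1.59 (35 of 50 strains, adjusted p = 0.00013), and that in BAT exceeded heart by 0.98 ± 1.37 (38 of 50 strains, adjusted p = 0.0002) and liver by 1.24 ± 1.3 (41 of 50 strains, adjusted p = 0.00013). Ccn1 differed in 1 comparison, quadriceps against liver, by -0.29 ± 0.78 (35 of 49 strains, adjusted p = 0.04), and Dusp1 in none. The normalization is argued against for Acly and Slc25a1 in BAT against liver, since the smallest difference of their log2 fold changes over TMM, RLE, DESeq2 and TPM was 0.69. For quadriceps, brown adipose tissue in the libraries is a candidate explanation, as the changes of Acly followed those of Ucp1, Cidea and Elovl3 across 49 strains (Pearson's r = 0.76, Spearman's rho = 0.72, permutation tests, each p = 1e-05, the smallest they can give, and adjusted p = 1e-05 over 2 relations; r = 0.73 without the 2 strains farthest from the median). In the 16 strains without a rise of these 3 markers Acly changed by -0.27 ± 1.52. An added share of white adipose tissue whose own Acly is unchanged is argued against. Acly rose by 0.77 more than the white adipocyte markers (SD 1.01, 39 of 49 strains), all 7 of which passed the filter in quadriceps. Of these markers Retn alone had an adjusted p under 0.05 (log2 fold change 1.34, adjusted p = 0.0445, edgeR's quasi-likelihood test). In gWAT, however, Acly itself rose by 1.11 (SD 1.77), so white adipose RNA carrying that rise is not excluded. Acly rose by 0.17 more than the brown adipocyte markers (SD 1.38, 28 of 49 strains, sign flips, p = 0.4), 6 of 7 of which passed. A difference in response between tissues stays open as a hypothesis for the other comparisons.

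Genes of 2 lists that no claim of the paper is about rose in quadriceps. The thermogenesis list (12 genes) rose by 0.40 ± 1.08 in 34 of 49 strains (log2, mean ± SD; sign flips, adjusted p = 0.045), and in BAT (14 genes) by 0.13 ± 0.26 in 33 of 50 strains (adjusted p = 0.0057). In quadriceps, Ucp1, Cidea and Elovl3 had log2 fold changes of 2.46, 2.12 and 2.00 (adjusted p = 0.0209, 0.012 and 0.0254, edgeR's quasi-likelihood test; higher in 33, 35 and 33 of 49 strains). Their mean levels were 82.6, 30.9 and 4.68 CPM in TRN mice and 21.5, 9.4 and 1.63 CPM in SED mice. The mean rise of Ucp1 was 62.6 CPM, its median across strains 2.93 CPM and its largest 1150 CPM, in PL/J. If the rise of Ucp1 came from BAT RNA, a share of 1.27% would bring 81.3% of the rise of Acly and 76.4% of that of Slc25a1, but 7.99% of the rise of the electron transport genes, which argues against brown adipose tissue as the explanation of the latter. Without PL/J, a setting chosen after seeing the data, the share was 0.809%, and these parts were 53.3%, 52.5% and 5.15%. Beyond what each strain's rise of Ucp1 would bring, Acly rose by a mean of 5.96 CPM (SD 106, median 15.6 CPM, above 0 in 32 of 49 strains, sign flips, p = 0.71). Slc25a1 rose beyond it by a mean of 2.19 CPM (SD 25.5, median 2.94 CPM, above 0 in 34 of 49 strains, sign flips, p = 0.56). Brown adipose RNA thus stays a candidate explanation for part of the rise of these 2 genes. Uneven dissection of brown adipose tissue and brown adipocytes recruited by training are both open for the rise of the thermogenesis genes, and no test here separates them. In BAT itself no explanation was tested.

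The slow fibre list (10 genes) rose in quadriceps by 0.62 ± 1.2 in 35 of 49 strains (log2; sign flips, adjusted p = 0.0045). Relative to the 12 skeletal muscle markers the rise was 0.53 ± 1.26 in 35 of 49 strains (sign flips, p = 0.0051). These markers include fast fibre genes such as Myh4, Actn3 and Pvalb. The contrast is thus largely of slow against fast fibre genes and does not control for muscle content. No technical explanation was tested for the rise of the slow fibre list, and none is excluded.

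Immediate early genes were lower in TRN mice in 4 tissues. The list changed by -0.20 ± 0.34 in quadriceps (lower in 36 of 49 strains), -0.29 ± 0.71 in gWAT (34 of 50), -0.41 ± 0.54 in BAT (38 of 50) and -0.21 ± 0.39 in heart (32 of 50), with adjusted p-values of 0.0009, 0.0035, 0.00011 and 0.0015 by sign flips. In liver the change was -0.05 ± 0.33 (adjusted p = 0.46); whether liver differs from the others was not tested. Time of day stays open in BAT. Clock genes of opposite phase changed by -0.06 ± 1.02 there (sign flips, p = 0.69), so holding them at no change, which gave -0.415 for the list, moves its mean little whatever the relation and does not test this. Housing cannot be told apart from training, because every TRN mouse was housed singly, and the change in BAT of -0.413 is that of both together. Handling before euthanasia is another open explanation, which was not tested.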

How the results depend on the processing

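The tests of explanations named here were chosen after the results were seen. Groups of 50 mice are too large for leaving out each replicate, so libraries were left out only by total, by markers or by strain. All alternatives listed beforehand were run; a gene that a filter removed, or a list without a Reactome pathway of the same name, has no value there.

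The number of genes with an adjusted p under 0.05 with group alone was 236 (181 higher in TRN mice) in quadriceps, 0 in gWAT (573 at an unadjusted p under 0.05), 1966 (1001 higher) in BAT, 2 in heart and 8 in liver. Alternatives moved it by over 1.5 times as follows, and the cause was not tested except where fewer genes or libraries entered the fit. With DESeq2 in place of edgeR, the genes called numbered 363 (272 higher) in quadriceps, 14 (13 higher) in gWAT, 1 (0 higher) in heart and 14 (2 higher) in liver. With at least 10 counts in every library, the genes called numbered 137 (101 higher) in quadriceps, 12 (12 higher) in gWAT, 1 (1 higher) in heart and 0 (362 at an unadjusted p under 0.05) in liver. With strain as a replicate block, the genes called numbered 3651 (1662 higher) in quadriceps, 66 (55 higher) in gWAT, 3704 (1918 higher) in BAT and 1 (0 higher) in heart. With 3 surrogate variables, the genes called numbered 730 (371 higher) in quadriceps, 13 (13 higher) in gWAT, 1 (0 higher) in heart and 0 (841 at an unadjusted p under 0.05) in liver. With limma on log2(TPM + 1), the genes called numbered 39 (22 higher) in quadriceps, 1013 (973 higher) in BAT, 0 (166 at an unadjusted p under 0.05) in heart and 0 (880 at an unadjusted p under 0.05) in liver. With limma on log2(TPM + 0.1), the genes called numbered 37 (22 higher) in quadriceps, 1029 (990 higher) in BAT, 0 (152 at an unadjusted p under 0.05) in heart and 0 (847 at an unadjusted p under 0.05) in liver. With limma on log2(TPM + 1), no filter, the genes called numbered 38 (25 higher) in quadriceps, 648 (617 higher) in BAT, 0 (662 at an unadjusted p under 0.05) in heart and 0 (1494 at an unadjusted p under 0.05) in liver. With limma on within-strain differences, the genes called numbered 3792 (1666 higher) in quadriceps, 5 (4 higher) in gWAT, 3738 (1939 higher) in BAT, 0 (1067 at an unadjusted p under 0.05) in heart and 0 (1693 at an unadjusted p under 0.05) in liver. With libraries labelled AXB12/PgnJ left out, strain as replicate block, the genes called numbered 3675 (1830 higher) in quadriceps. With no filter on low counts, the genes called numbered 100 (66 higher) in gWAT, 72 (34 higher) in heart and 310 (140 higher) in liver. With libraries labelled NZW/LacJ left out, strain as replicate block, the genes called numbered 66 (59 higher) in gWAT. With libraries labelled NZW/LacJ left out, limma on within-strain differences, the genes called numbered 4 (4 higher) in gWAT. With libraries of low total left out, the genes called numbered 0 (1231 at an unadjusted p under 0.05) in liver. With limma on within-strain differences after removing each strain's trend with GC, the genes called numbered 2657 (1055 higher) in quadriceps, 34 (33 higher) in gWAT, 3133 (1623 higher) in BAT and 1 (0 higher) in liver. With limma on within-strain differences after removing each strain's trend with length, the genes called numbered 3626 (1770 higher) in quadriceps, 8 (7 higher) in gWAT, 3665 (1920 higher) in BAT, 0 (1079 at an unadjusted p under 0.05) in heart and 2 (1 higher) in liver. With limma on log2(TPM + 1) after TMM scaling, the genes called numbered 104 (78 higher) in quadriceps, 0 (242 at an unadjusted p under 0.05) in heart and 0 (526 at an unadjusted p under 0.05) in liver. With library of TRN PL/J left out, the genes called numbered 2 in liver. With libraries with over 100 CPM of muscle markers left out, the genes called numbered 3 in liver. Settings with libraries left out by strain or markers, limma on within-strain differences, the removal of trends and TMM scaling of TPM were chosen after seeing the data, as were the sign flips of the gene lists below.

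For the gene lists, values in parentheses are adjusted p-values under the alternative, and the cause was not tested. With the Reactome pathway of the same name, these lists changed direction: in quadriceps angiogenesis (0.681) and TNF and cytokines (0.413); in gWAT mitosis (0.0122), mRNA splicing (0.941), poly(A) tail shortening (0.297) and RNA polymerase II transcription (0.698); in BAT TNF and cytokines (0.941); in heart glycogen metabolism (0.941), pyruvate metabolism (0.713) and TNF and cytokines (0.874); in liver angiogenesis (0.979), fatty acid beta oxidation (0.196), fatty acid biosynthesis (0.423), glycogen metabolism (0.937), histone H4 acetylation (0.565), RNA polymerase II transcription (0.79), TNF and cytokines (0.482) and triglyceride biosynthesis (0.645). With the Reactome pathway of the same name, these lists lost an adjusted p under 0.05: in BAT mRNA splicing (0.287). With the Reactome pathway of the same name, these lists gained an adjusted p under 0.05: in heart angiogenesis (0.0165). By sign flips within strains, these lists changed direction: in quadriceps calcium signaling (0.06), gluconeogenesis (0.92) and muscle growth and development (0.99); in gWAT calcium signaling (0.91), circadian clock (0.97), DNA replication (0.92), gluconeogenesis (0.86), mRNA splicing (0.97) and purine ribonucleotide metabolism (0.95); in BAT angiogenesis (0.74) and purine ribonucleotide metabolism (0.44); in heart angiogenesis (0.99), calcium signaling (0.99), glycogen metabolism (0.79) and glycolysis (0.97); in liver acetyl CoA biosynthesis and pyruvate transport (0.99), mitochondrial membrane transport (0.86) and RNA polymerase II transcription (0.89). By sign flips within strains, these lists lost an adjusted p under 0.05: in gWAT TCA cycle (0.066). By sign flips within strains, these lists gained an adjusted p under 0.05: in BAT RNA polymerase II transcription (0.0052). By camera with 3 surrogate variables, these lists changed direction: in quadriceps circadian clock (0.768), gluconeogenesis (0.476) and purine ribonucleotide metabolism (0.919); in gWAT calcium signaling (0.559), mRNA splicing (0.916) and slow fibre (0.922); in BAT mitosis (0.925) and ribosome biogenesis (0.823); in heart gluconeogenesis (0.898), glycogen metabolism (0.766), mitochondrial membrane transport (0.962) and triglyceride biosynthesis (0.999); in liver calcium signaling (0.957), fatty acid biosynthesis (0.573) and mitochondrial membrane transport (0.663). By camera with 3 surrogate variables, these lists gained an adjusted p under 0.05: in heart muscle growth and development (0.0326) and TNF and cytokines (0.0421). By camera with the correlation estimated, these lists lost an adjusted p under 0.05: in quadriceps electron transport (0.451) and mitochondrial membrane transport (0.375); in gWAT TCA cycle (0.17) and triglyceride biosynthesis (0.148); in BAT cholesterol biosynthesis (0.0887), gluconeogenesis (0.0985), glycogen metabolism (0.164) and mRNA splicing (0.272); in heart leukocyte and macrophage (0.182). By fry, these lists changed direction: in gWAT calcium signaling (0.919), circadian clock (0.945), DNA replication (0.945), gluconeogenesis (0.734), mRNA splicing (0.841) and purine ribonucleotide metabolism (0.945); in BAT purine ribonucleotide metabolism (0.945). By fry, these lists lost an adjusted p under 0.05: in quadriceps electron transport (0.289) and mitochondrial membrane transport (0.269); in gWAT TCA cycle (0.291) and triglyceride biosynthesis (0.337); in heart leukocyte and macrophage (0.291). By fry, these lists gained an adjusted p under 0.05: in BAT RNA polymerase II transcription (0.0431). By camera with strain as replicate block, these lists changed direction: in gWAT RNA polymerase II transcription (0.98); in BAT ribosome biogenesis (0.986); in heart glycogen metabolism (0.79); in liver fatty acid biosynthesis (0.922) and RNA polymerase II transcription (0.98). By camera with strain as replicate block, these lists gained an adjusted p under 0.05: in heart muscle growth and development (0.0157). By camera with RLE size factors, these lists changed direction: in liver RNA polymerase II transcription (0.887). Of the lists that changed direction, mitosis in gWAT alone had an adjusted p under 0.05 under the alternative. Of the lists that claims are about, 181 comparisons kept direction and side of the threshold; of the other lists 650 did, 123 became weaker and 20 stronger.

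Named genes that changed direction, with their log2 fold change under the alternative, were as follows: by 3 surrogate variables, H2-Ob in gWAT (0.00), Apol7e in liver (0.04), Mki67 in liver (0.03), Ccna2 in liver (0.06), Slamf6 in liver (0.03) and Slc25a1 in liver (-0.01); by limma on log2(TPM + 1), Snx9 in gWAT (-0.06), Tomm5 in gWAT (-0.07), Racgap1 in liver (-0.18) and Slc25a1 in liver (-0.02); by limma on log2(TPM + 0.1), Snx9 in gWAT (-0.07), Tomm5 in gWAT (-0.13), Nat8 in liver (-0.03), Gm5909 in liver (0.01), Racgap1 in liver (-0.28) and Slc25a1 in liver (-0.02); by limma on log2(TPM + 1), no filter, Snx9 in gWAT (-0.06), Tomm5 in gWAT (-0.07), Racgap1 in liver (-0.18), Slamf6 in liver (0.04) and Slc25a1 in liver (-0.02); by limma on within-strain differences, Snx9 in gWAT (0.00), Tomm5 in gWAT (-0.04), Gm5909 in liver (0.06) and Nos1ap in liver (0.01); by libraries labelled NZW/LacJ left out, limma on within-strain differences, Tomm5 in gWAT (-0.04); by strain as replicate block, Nos1ap in liver (0.00). The cause was not tested. In the other comparisons of named genes, 55 became weaker, 53 stronger and the others kept direction and call.

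Other counts and shares moved as follows, and the cause was not tested. With genes called with strain as replicate block, gene lists over-represented in quadriceps came to 8, Reactome pathways over-represented in quadriceps came to 10, gene lists over-represented in gWAT came to 6, Reactome pathways over-represented in gWAT came to 11, gene lists over-represented in heart came to 0, genes shared by quadriceps and gWAT came to 21, genes shared by quadriceps and BAT came to 1125 and genes shared by gWAT and BAT came to 39. With 500 genes with the smallest p, gene lists over-represented in gWAT came to 9, Reactome pathways over-represented in gWAT came to 11, gene lists over-represented in heart came to 4, gene lists over-represented in liver came to 6, Reactome pathways over-represented in liver came to 4, genes called in quadriceps, gWAT, BAT and heart came to 7, genes shared by quadriceps and gWAT came to 44, genes shared by quadriceps and BAT came to 41 and genes shared by gWAT and BAT came to 60. With DESeq2, genes shared by quadriceps and gWAT came to 2 and genes shared by gWAT and BAT came to 13. With 500 most variable genes, percent of variance with group in gWAT came to 0.5 and percent of variance with group in BAT came to 1.237. With 100 genes, percent of variance with group on 500 chosen genes in heart came to 7.12. With log2(TPM + 1), percent of variance with group in liver came to 0.921. With 40 clusters, module pairs correlated between tissues came to 398. With within-strain differences, module pairs correlated between tissues came to 33. With AXB, BXA and CXB strains left out, genes that differ between BXD and other strains in BAT came to 1 and genes that differ between BXD and other strains in heart came to 1. A further 102 comparisons of counts and shares stayed within 1.5 times or on their side of the threshold, and of those behind no claim 12 moved and 12 did not. The share of brown adipose RNA without PL/J was chosen after seeing the data, as were 2 other readings of skeletal muscle RNA in BAT: against 0.059 for glycolysis and -0.22 for glycogen metabolism in strains without a rise of muscle markers, regression gave 0.348 and 0.093, and summed CPM beyond the share of muscle RNA gave 3220 and 418, so that glycogen metabolism changed direction and glycolysis gained a p under 0.05.

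Strain as a replicate block changed no call beyond those given except in other gene lists, where 3 became stronger and 2 weaker, and in named genes, where 14 became stronger and 2 weaker. The depth of the data limits genes with few counts: in gWAT a TRN library of 62524 counts leaves 1151 genes with at least 10 counts in every library.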

Differences from the paper's values

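No test of an explanation was run in this part, and the comparisons were made after the results were seen. The paper's values and those here were compared for 24 measures, 8 of which differ; the 7 log2 fold changes read in quadriceps and the 8 in gWAT do not. A log2 fold change was taken to differ when its sign differs or when it is farther from the paper's than the SD across strains, so a large gap can remain for a variable gene: Alpk2 is about -1.1 in Fig. 5A, read by eye, and -0.40 here (-0.61 to -0.37 over the alternatives set before the data were examined), with an SD of 1.15.

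The paper's number of DEGs in quadriceps is about 560 in Fig. 4B, read by eye, against 236 here. Of the alternatives set before the data were examined, 3 surrogate variables gave 730, within 1.5 times the paper's value, and the others did not come within it: DESeq2 gave 363, no filter 332, at least 10 counts in every library 137, strain as a block 3651, and limma on log2(TPM + 1) 39.

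For gWAT the paper's number is about 400 in Fig. 5G, read by eye, against 0 here (573 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap: no filter gave 100, strain as a block 66, DESeq2 14, 3 surrogate variables 13, at least 10 counts in every library 12, and the others 0. Of the 18 tested genes that the paper names or labels for gWAT, 0 were called with group alone (11 at an unadjusted p under 0.05) and 7 with strain as a block: Me1, Elovl6, Acly, Adcy10, Zfp36, Scd1 and Echdc1. DESeq2 called Me1, Elovl6 and Acly, as did at least 10 counts in every library; 3 surrogate variables called Adcy10 and Acly; no filter called Adcy10, Me1, Acly, Csn3 and Cck. Of the settings chosen after seeing the values, limma on within-strain differences called Zfp36, and strain as a block without the libraries labelled NZW/LacJ called Deptor beside the 7.

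The paper gives 4 transcripts changed in all tissues except liver, against 0 here. Strain as a block and DESeq2 also gave 0, and the 500 genes with the smallest p-values in each tissue gave 7; none of these closed the gap. Of the paper's 4, Dusp1 was called in quadriceps and BAT, Acly, Slc25a1 and Ccn1 in BAT alone; with DESeq2 all 4 were called in quadriceps and BAT, and Acly also in gWAT. The fit with strain as a block called all 4 in quadriceps, all but Dusp1 in BAT and Acly in gWAT, and limma on within-strain differences, chosen after seeing the values, called all 4 in quadriceps and all but Dusp1 in BAT. With 3 surrogate variables Ccn1 was called in quadriceps as well. None of the settings whose genes were recorded called any of them in heart.

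In liver, 5 log2 fold changes read by eye from Fig. 6A differ. Cish is about -1.5 there and -0.10 here, Alas1 about -2.0 and -0.09, Stbd1 about -1.0 and -0.20, Top2a about 1.2 and 0.11, and Bcl6 about 1.3 and 0.36. Over the alternatives set before the data were examined the values here were -0.26 to -0.10 for Cish, -0.44 to -0.06 for Alas1, -0.26 to -0.13 for Stbd1, 0.05 to 0.17 for Top2a and 0.16 to 0.40 for Bcl6, and none closed the gap.

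The paper states that liver had fewer DEGs than gWAT. Here liver had 8 and gWAT 0; with strain as a block liver had 6 and gWAT 66, and with DESeq2 both had 14. The paper associates hepatic DEGs with mitosis, and here 0 of the 51 tested genes of the mitosis list were among the 8 DEGs; the list changed by 0.01 ± 0.61 (log2, mean within-strain change ± SD; higher in 27 of 50 strains, sign flips, adjusted p = 0.95). The paper names Myoz2 and Esrrb as key drivers in quadriceps, and neither was called here with group alone (log2 fold change 0.32 and 0.43, adjusted p = 0.395 and 0.143, edgeR's quasi-likelihood test). Both were called with strain as a block and by limma on within-strain differences, chosen after seeing the values, as were Hadhb and Adprhl1 of Fig. 4D. Agrp of Fig. 7B did not pass the filter and was called without one and by limma on TPM. In liver, Vil1 of Fig. 6D and Il6 of Fig. 7A were each called without a filter alone.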

Other observations

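The tests of explanations in this part were chosen after the results were seen; the comparisons with swapped labels of the 500 chosen genes, the overlaps and the modules were chosen before.

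The number of DEGs was compared with that of labels swapped within strains, the real labels counted as 1 of the splits. With edgeR and group alone, 1 of 40 splits gave as many genes in quadriceps, 40 of 40 in gWAT, 1 of 40 in BAT, 3 of 40 in heart and 2 of 40 in liver. By limma on within-strain differences, 1 of 100 gave as many in quadriceps, gWAT and BAT. In heart and liver this fit called no gene (1067 and 1693 at an unadjusted p under 0.05), so that 100 of 100 gave as many by construction, as did the 40 of 40 in gWAT with group alone, and these comparisons tell nothing. The calls in heart and liver with group alone are not set apart from swapped labels by their number, and gWAT has a count that is set apart only within strains, at 5 genes. Swapped labels of gWAT called up to 97 genes with group alone. In gWAT without the libraries labelled NZW/LacJ, the real labels gave 0 genes (748 at an unadjusted p under 0.05), so that 30 of 30 splits gave as many by construction.

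Without a count filter, 1 of 24 splits gave as many genes in quadriceps, 8 in gWAT, 1 in BAT, 7 in heart and 2 in liver; the number of splits was raised to 24 after a first run with fewer, so that a share under 0.05 could be reached. Of the genes called without the filter, those that pass it numbered 186, 12, 1464, 5 and 37 in the same order of tissues, against medians of 2, 3, 3, 1 and 6 for the swapped labels, and 1, 5, 1, 2 and 1 of the 24 splits gave as many. In liver this goes against the comparison with group alone, as the swapped labels gave at most 12, so the evidence in liver is mixed. With p-values adjusted within each tissue, camera at the preset correlation called 16, 18, 15, 12 and 4 lists on the real labels, in the same order. As many were reached by 3 of 100 splits in quadriceps, 9 in gWAT, 19 in BAT, 11 in heart and 79 in liver. A camera call in gWAT, BAT, heart or liver is therefore not set apart from swapped labels by the number of lists alone, and single lists depend on the test. Adjusted over all 160 tests, camera called 16, 18, 15, 12 and 6 lists. Of these, sign flips within strains also called 15, 8, 14, 4 and 0, fry 9, 4, 13, 2 and 0, and camera with an estimated correlation 3, 4, 5, 2 and 0. The separation of TRN from SED on 500 genes chosen by limma was reached by 1 of 100 splits in quadriceps, 3 in gWAT, 1 in BAT, 8 in heart and 1 in liver. With all strains, no gene differed in its response between BXD and other strains in any tissue. With a count of 0, 100 of 100 draws of strains give as many by construction, so the draws add nothing to this. With the AXB, BXA and CXB strains left out, 1 gene differed in BAT and 1 in heart.

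The calls in liver may rest on RNA of other tissues and on 1 library. The 4 genes lower in TRN mice include Myom1, Pygm and Mylk4, and 0 of the 4 were called without the 16 libraries, 11 SED and 5 TRN, with over 100 CPM of skeletal muscle markers (4 of these 12 markers passed the filter in liver). Of the 4 higher genes, 0 were called without the TRN PL/J library. Removing the muscle-marker libraries left 3 genes called in all and removing PL/J left 2. The liver library of the SED NZW/LacJ mouse held 59700 CPM of pancreas acinar markers, against a median of 1.91 CPM in SED mice.

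Several libraries carry transcripts of another tissue. In the SED library labelled gWAT of NZW/LacJ, 50 abundant quadriceps transcripts were at a median of 77.1% of their quadriceps level, and in the TRN one at 70.6%, which is consistent with skeletal muscle sampled or labelled in place of gWAT. Acta1 was at 23700 and 19700 CPM there against a median of 84.1 CPM. Skeletal muscle markers were also high in gWAT of the SED A/J mouse (49200 CPM) and the TRN AXB5/PgnJ mouse (20568 CPM). Their medians in gWAT were 183 CPM in SED and 138 CPM in TRN libraries. Of 50 abundant liver transcripts, 49 were over 10 times their median in the library labelled gWAT of the TRN BXD71/RwwJ mouse, and 50 in that labelled BAT of the TRN NZW/LacJ mouse, consistent with liver RNA in them. No biological explanation was tested.

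GC content and gene length do not account for the number of within-strain calls. Among genes with both values, 3742 were called in quadriceps without a correction, 2657 after removing each strain's trend with GC content and 3626 after removing that with length; in BAT the counts were 3683, 3133 and 3665. These are separate counts, and how many genes they share was not computed; in gWAT the count rose from 5 to 34 on removing the trend with GC content. The changes do follow GC content across genes (Spearman's rho of 0.53 in quadriceps, -0.43 in gWAT, 0.42 in BAT, 0.12 in heart and 0.47 in liver; genes are not independent replicates), so a trend with GC content is part of them. The excess of higher genes in BAT on the TPM scale, 96.1% of calls, may come from a few abundant genes. After TMM scaling of the TPM values, 51.6% of calls were higher. The 10 most abundant genes took a median of 30.9% of the counts in SED and 28.3% in TRN libraries of BAT.

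Fatty acid synthesis genes rose by 0.60 more than the white adipocyte markers in gWAT (SD 0.88, 39 of 50 strains) and by 0.38 more than the brown adipocyte markers in BAT (SD 0.65, 37 of 50 strains), which argues against a larger share of adipocytes as the whole explanation. Of 57 tests of cell type lists, 1 had an adjusted p under 0.05 by sign flips: white adipocyte markers fell by 0.24 in BAT (SD 0.37, lower in 36 of 50 strains, adjusted p = 0.004). They changed by -0.32 relative to the brown adipocyte markers (SD 0.52, 36 of 50 strains), which argues against a lower share of all adipocytes alike; a lower share of white adipocytes in BAT stays open.

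The rises of glycolysis and glycogen metabolism genes in BAT may come in part from RNA of skeletal muscle. Its markers had medians of 2930 CPM in SED and 4770 CPM in TRN libraries of BAT and changed by 0.72 (log2; SD 3.36, higher in 33 of 50 strains, sign flips, adjusted p = 0.29). The test set for this looked at the 17 strains in which the markers did not rise, where glycolysis changed by 0.059 (SD 0.395, higher in 8 strains, sign flips, p = 0.55) and glycogen metabolism by -0.22 (SD 0.332, lower in 11 strains, p = 0.006); it does not exclude muscle RNA. In the 33 other strains the lists rose by 0.603 and 0.376 (SD 0.349 and 0.272). Markers fell in the former strains, so the split does not hold them at 0. Another 2 readings point the other way. A regression on the markers, run together with that test, left 0.348 (SD 0.307, sign flips, p = 1e-05) and 0.093 (SD 0.162, p = 0.00011) at no change of them. The rise of summed CPM beyond the share of muscle RNA that brings the markers, which was added only after the first test had not excluded muscle RNA, was 3220 CPM (SD 3180, 42 of 50 strains) and 418 CPM (SD 448, 42 of 50 strains), each with p = 1e-05 by sign flips. The first test was kept as the one that decides, so muscle RNA and a response of BAT are both left open.

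The first principal component of gWAT ran along the numbers of the 22 BXD strains (lag-1 autocorrelation 0.575, permutation test, adjusted p = 0.0075), as processing in the order of the strain numbers would give, and its loadings followed GC content (Spearman's rho = 0.886 across genes; -0.106, -0.414, 0.708 and -0.716 in quadriceps, BAT, heart and liver, with arbitrary sign). These 2 technical explanations may both hold; relatedness of neighbouring BXD strains was not tested.

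Genes that the paper names as candidates from traits had no adjusted p under 0.05 in gWAT: Clic4, Frmd4a, H2-Ob, Prxl2a, Snx9 and Tomm5 had log2 fold changes of -0.13, -0.05, -0.06, 0.14, 0.01 and 0.12, each with an adjusted p of 1 by edgeR's quasi-likelihood test, and Mill1 was not tested. In heart, Tafa5 changed by -0.10 (adjusted p = 1), and Il31ra, Fam167b, Crip3 and Nanos1 did not pass the filter. In liver, Abat rose by 0.13 (adjusted p = 0.772), and Slamf6, Hnrnpdl, Nos1ap and 1810046K07Rik changed by -0.02, -0.10, -0.01 and 0.08 (adjusted p = 0.999, 0.991, 0.999 and 0.995). The traits were not analysed here.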
